# Cartilage-Specific Ablation of Site-1 Protease in Mice Results in the Endoplasmic Reticulum Entrapment of Type IIB Procollagen and Down-Regulation of Cholesterol and Lipid Homeostasis

**DOI:** 10.1371/journal.pone.0105674

**Published:** 2014-08-22

**Authors:** Debabrata Patra, Elizabeth DeLassus, Guosheng Liang, Linda J. Sandell

## Abstract

The proprotein convertase site-1 protease (S1P) converts latent ER-membrane bound transcription factors SREBPs and ATF6 to their active forms. SREBPs are involved in cholesterol and fatty acid homeostasis whereas ATF6 is involved in unfolded protein response pathways (UPR). Cartilage-specific ablation of S1P in mice (S1P*^cko^*) results in abnormal cartilage devoid of type II collagen protein (Col II). S1P*^cko^* mice also lack endochondral bone development. To analyze S1P*^cko^* cartilage we performed double-labeled immunofluorescence studies for matrix proteins that demonstrated that type IIB procollagen is trapped inside the ER in S1P*^cko^* chondrocytes. This retention is specific to type IIB procollagen; other cartilage proteins such as type IIA procollagen, cartilage oligomeric matrix protein (COMP) and aggrecan are not affected. The S1P*^cko^* cartilage thus exhibits COMP-, aggrecan-, and type IIA procollagen-derived matrices but is characterized by the absence of a type IIB procollagen-derived matrix. To understand the molecular reason behind S1P*^cko^* phenotypes we performed genome-wide transcriptional profiling of cartilage isolated from S1P*^cko^* and wild type littermates. While the UPR pathways are unaffected, the SREBPs-directed cholesterol and fatty acid pathways are significantly down-regulated in S1P*^cko^* chondrocytes, with maximal down-regulation of the stearoyl-CoA desaturase-1 (Scd1) gene. However, mouse models that lack Scd1 or exhibit reduction in lipid homeostasis do not suffer from the ER retention of Col II or lack endochondral bone. These studies indicate an indispensable role for S1P in type IIB procollagen trafficking from the ER. This role appears not to be related to lipid pathways or other current known functions of S1P and is likely dependent on additional, yet unknown, S1P substrates in chondrocytes.

## Introduction

Site-1 protease (S1P; also called the membrane-bound transcription factor protease, site-1) is a proprotein convertase that converts latent, endoplasmic reticulum (ER) membrane-bound transcription factors into their free and active form. Two developmental pathways regulated by S1P that have been studied extensively include cholesterol and fatty acid homeostasis and the unfolded protein response [1]. During cholesterol and fatty acid homeostasis, S1P plays a fundamental role in the processing of the transcription factors sterol regulatory element binding proteins (SREBP-1a, -1c, and -2) [2]. During unfolded protein response (UPR), S1P plays a critical role in the processing of activating transcription factor 6 (ATF6) [3], old astrocyte specifically induced substance (OASIS) [4], and the cAMP-responsive element binding protein H (CREBH) [5]. All these pathways are fundamental in maintaining cellular homeostasis and therefore S1P plays major and critical roles in fundamental developmental pathways. Mutational inactivation of S1P in zebrafish (*gonzo*) results in abnormal lipid metabolism and skeletal formation [6].

Mammalian skeletal development begins early during embryogenesis. It involves endochondral bone formation, a process by which most long and axial bones of the body are formed [7]. During this process, mesenchymal cells aggregate to form condensations and cells in the center of these condensations differentiate to form chondrocytes [8]. Chondrocytes secrete a specialized extracellular matrix (ECM) called cartilage that forms the anlagen for future skeleton, whereas the surrounding undifferentiated cells form the perichondrium [9]. The innermost cells within the chondrocytes differentiate to form hypertrophic chondrocytes, with cells in the inner layer of the perichondrium differentiating into bone-forming osteoblasts resulting in a bone collar around the cartilaginous core [10]–[12]. Fully differentiated hypertrophic cells secrete a distinct ECM which gradually becomes calcified before they die through apoptosis. The mineralization of the ECM allows for vascular invasion from the bone collar and the entry of osteoclasts and osteoblasts that degrade the mineralized cartilage to deposit endochondral bone [13]. Deposition of a type I collagen-rich bone matrix results in two opposing growth plates allowing for bone growth in both directions [14]. In contrast to endochondral bone formation, much of the craniofacial skeletal bones are formed by intramembranous ossification where the mesenchymal cells differentiate directly into osteoblasts without requiring a cartilage intermediate.

It follows from this developmental paradigm that factors that affect cartilage development also impact endochondral bone development. The link of S1P to cartilage development was shown by the study of zebrafish *gonzo* mutant [6]. In a previous study we showed that S1P is required for proper cartilage matrix development in mice [15]. By creating cartilage-specific S1P knockout mice (S1P*^cko^*) we demonstrated that these mice do not form any endochondral bone. S1P*^cko^* mice also exhibited poor cartilage development with most of the type II collagen protein (Col II) trapped inside the cell, resulting in a drastic reduction of Col II in the cartilage. Ultrastructural analysis of the cartilage showed engorged and fragmented ER.

In the current study we investigated the nature of Col II entrapment and the mechanistic reasons behind S1P*^cko^* phenotypes. Lack of S1P would result in lack of activation of SREBPs, ATF6, OASIS, and CREBH. Therefore, lack of S1P activity in chondrocytes would be expected to affect both the SREBPs-directed cholesterol and fatty acid homoeostasis and the UPR pathways. In order to understand how lack of S1P affects the downstream pathways, transcriptional profiling in chondrocytes was performed by genome-wide expression analyses with RNA extracted from the cartilage of S1P*^cko^* and wild type (WT) littermates. Our studies show that the SREBPs-dependent cholesterol and fatty acid biosynthetic pathways are down-regulated in S1P*^cko^* chondrocytes. In contrast, UPR pathways remain unaffected. Furthermore, lack of S1P in cartilage results specifically in the ER retention of type IIB procollagen (pro-Col IIB). These data suggest that S1P has an indispensable function in pro-Col IIB trafficking from the ER to the cartilage matrix. However, our in depth mechanistic analyses indicate that this activity is not related to current known functions of S1P. Additional, yet unidentified, S1P substrates presumably modulate Col II trafficking from the ER to the cartilage ECM.

## Materials and Methods

### Ethics Statement

All mouse procedures were performed in accordance with National Institutes of Health's Guide for the Care and Use of Laboratory Animals using vertebrate animals/ethics protocols reviewed and approved by the Animal Studies Committee at Washington University School of Medicine.

### Double-labeled immunofluorescence studies

Double-labeled immunofluorescence to analyze retention of matrix proteins in the ER were performed on 5- µm formalin fixed, paraffin embedded sections from E16.5 embryonic tissues processed as described [15]. Following rehydration through graded ethanol solutions, the sections were washed in phosphate buffered saline, pH 7.4 (PBS) for 10 min. For antigen retrieval the slides were treated with Proteinase K (10 µg/mL in 10 mM Tris-HCl pH 7.4) for 30 min at 37°C followed by blocking for 1 h in either 10% donkey serum or 10% goat serum. The two primary antibodies (Table 1) were added together in 1.5% donkey serum (or goat serum) and incubated in a humidified chamber for 1 h. The slides were washed three times in PBS for 15 min and rinsed once in distilled water. The two secondary antibodies were then added together and incubated for 1 h, washed thoroughly and mounted with Vectashield DAPI (Vector Laboratories, Inc., CA). Antibody concentrations were as follows: antibodies to Col II triple helical domain (THD; IIF antibody [16]), Col IIA (designed against exon 2; IIA antibody) [15], [16], aggrecan (rabbit antisera against rat aggrecan, a gift of Dr. Kurt Doege), and cartilage oligomeric matrix protein (COMP) [17] were used at 1∶100. Affinity-purified IIBN antibody (designed against type II collagen exon 1–3 peptide junction and specific to type IIB procollagen) [18] was used at 5 µg/mL, while goat anti-human calnexin (Santacruz Biotechnology) and anti-XBP-1 (Biolegend, CA, USA) antibodies were used at 1∶50. The secondary donkey anti-goat Alexa 488 (Invitrogen) and donkey anti-rat Alexa 594 (Invitrogen) antibodies were all used at 1∶250. Images were captured using a 60X, 1.4 NA oil immersion objective mounted on an Eclipse E800 microscope (Nikon) and QImaging Retiga 2000R Fast 1394 camera and deconvolved. For deconvolution imaging, MetaMorph software (Molecular Devices) was used to control the Z-motor device (Prior Scientific), to capture and deconvolve images, and to compile them to give a final image. All images shown are for mature columnar proliferative chondrocytes in the WT and for a corresponding region in S1P*^cko^* (Fig. S1A).

**Table 1:** Summary of antibodies used for immunohistochemical analyses.

Antibody	Protein recognized
IIF	Type II collagen triple helical domain (THD)
IIA	Type IIA procollagen (Col IIA)
IIBN	Type IIB procollagen (pro-Col IIB)
Anti-calnexin	Calnexin
Anti-XBP-1	XBP-1
Anti-aggrecan	Aggrecan
Anti-COMP	COMP

### Genome-wide expression profiling

To profile gene expression in S1P*^cko^* cartilage and to contrast it with WT, we harvested the chondroepiphyseal cartilage from the tips of long bones in forelimbs/hindlimbs (Fig. S1B) of freshly harvested embryonic (E) 16.5 S1P*^cko^* (S1P*^f/f^*;Col2-Cre) embryos and its WT (S1P*^f/f^*, S1P*^f/+^*, or S1P*^f/+^*;Col2-Cre) littermates, as the mutant mice die during or very soon after birth. At E16.5 the mutant is easily distinguished without genotyping, plus identifying and separating the bones from the musculature is easier than at later time points in the mutant. After harvesting the bones, excess muscle tissue and blood vessels were removed by rolling on Whatman filter paper, and the chondroepiphyseal cartilage from the ends of the bones were broken off (Fig. S1B) and stored in Trizol (Invitrogen) at −80°C for RNA extractions later. In some cases the chondroepiphyseal cartilage was not separated and the entire long bones kept intact and stored in Trizol for RNA extraction. The calvarium was also surgically removed in some cases and stored in Trizol at −80°C and RNA extracted as for the chondroepiphysis. Therefore three kinds of tissue were harvested: chondroepiphyseal cartilage from the tips of long bones, entire long bones (includes both the bone and epiphyseal cartilage), and calvaria.

To extract RNA, the harvested tissues were first homogenized in Trizol using a polytron and RNA extracted according to the manufacturer's recommended protocol and column purified by RNeasy mini kit (Qiagen). Genome-wide expression profiling was performed using Illumina MouseWG-6 v1.1 Expression BeadChip which profiles 45,200 mouse transcripts. Statistically significant differentially expressed genes (false discovery rate (FDR) of 5%) in S1P*^cko^* chondrocytes as compared to WT were identified by 2-way ANOVA (analysis of variation) analysis using Partek Genomics Suite (St. Louis, MO). Only genes that were two-fold or more differentially regulated with significant *p*-values (*p*<0.05) were carried forward for characterization. Differential gene expression data derived from microarray analysis was used to identify functional and molecular networks through the use of MetaCore GeneGo network building tools (GeneGo Inc., Carlsbad, CA). Again, only genes that were two-fold or more differentially regulated were used to generate a network score of negative log of the *p* value to determine biological pathways disrupted in S1P*^cko^* chondrocytes. The raw microarray data have been deposited in the Gene Expression Omnibus (GEO). The accession number is GSE55577 (online at http://www.ncbi.nlm.nih.gov/projects/geo).

### Quantitative real-time PCR (qPCR) analysis

Quantitative real time PCR (qPCR) was performed for confirmation of expression profiling for genes involved in cholesterol and fatty acid homeostasis. For qPCR analysis, the RNA was harvested and pooled from the chondroepiphyseal cartilage of forelimbs and hindlimbs of five E16.5 S1P*^cko^* and five E16.5 WT (three S1P*^f/f^*, one S1P*^f/+^*, and one S1P*^f/+^*;Col2-Cre mice) littermates. The RNA was extracted with Trizol and column purified as described above and used for qPCR analysis using SYBR Green primer sets, 2× SYBR Green mix (Life Technologies/Applied Biosystems) and standard protocols. SYBR Green primer sets for the murine cyclophilin, insulin-induced gene-1 (Insig-1), 3-hydroxy-3-methylglutaryl (HMG)-CoA reductase (Hmgcr/Hmdh), HMG CoA synthase (Hmgcs), farnesyl diphosphate synthase (Fdps), low density lipoprotein receptor (Ldlr), stearoyl-CoA desaturase-1 (Scd1), and Scd2 genes have been reported previously [19], [20]. Additional primer sets for the murine glyceraldehyde 3-phosphate dehydrogenase (Gapdh), fatty acid desaturase-2 (Fads2), sterol-C4-methyl oxidase-like (Sc4mol), star-related lipid transfer (START) domain containing 4 (Stard4), proteoglycan 4 (Prg4), loricrin (Lor), and fibroblast growth factor receptor 1 oncogene partner 2 (Fgfr1op2) genes were taken from the MGH/Harvard Medical School primer bank (http://pga.mgh.harvard.edu/primerbank/) and are given in Table S1. The relative amount of all mRNAs was calculated using the comparative C_t_ method with cyclophilin or Gapdh as the invariant control.

### Analysis of ER stress response in S1P^cko^ chondrocytes

RNA extracted from the chondroepiphysis of E16.5 WT and S1P*^cko^* embryos was used to further validate the unaffected UPR discerned from the microarray analysis. For X-box binding protein-1 (XBP-1) mRNA splicing assay, RNA was converted to cDNA using routine protocols and splicing analyzed by PCR or by restriction digestion. For PCR analysis, the cDNA was amplified using XBP-1 primers as described [21] and the PCR products directly analyzed in a 4.8% polyacrylamide gel to separate the products derived from the spliced and un-spliced XBP-1 mRNA based on size. Analysis by restriction digestion was performed as described [22]. Briefly, the cDNA was first amplified using the XBP-1 primers 3S and 12AS followed by digestion of the amplified PCR product with *Pst*I to selectively cleave the cDNA derived from un-spliced XBP-1 mRNA, and analyzed in a 2% agarose gel.

For a global analysis of ER stress response in S1P*^cko^* chondrocytes the RT^2^ Profiler PCR Array System for the murine UPR (Cat. No. PAMM-089C-2, SABiosciences, Qiagen), which profiles the expression of 84 key genes involved in recognizing and responding to unfolded protein accumulation in the ER, was used (a complete list of proteins profiled can be found at http://sabiosciences.com/rt_pcr_product/HTML/PAMM-089A.html) (also listed in Table S2). The RNA was converted to cDNA using the RT^2^ First Strand kit (Cat. No. C-03) and qPCR reactions set up using the RT^2^ SYBR Green/ROX qPCR master mix (Cat. No. PA-012) in a 96-well array plate following instructions recommended by the manufacturer. A total of four qPCR arrays were used, two for WT and two for S1P*^cko^* RNA for biological duplicates. Each WT or S1P*^cko^* RNA was pooled from the chondroepiphyseal cartilage of two E16.5 WT or two E16.5 S1P*^cko^* embryos, respectively. Thus a total of four WT and four S1P*^cko^* E16.5 embryos were profiled. Analysis of the data was done using the Qiagen-SABiosciences' web-based PCR data analysis software.

### Miscellaneous

S1P*^cko^* mice were generated by mating S1P*^f/f^* mice with S1P*^f/+^*; Col2-cre mice as described [15]. *Scd1*−/− mice were generated by mating *Scd1*+/− heterozygotes and identified by genotyping [23]. *Scd1*+/− heterozygote parental strains and the S1P*^f/f^* and S1P*^f/+^*;Col2-Cre strains were all fed *ad libitum* with standard laboratory chow. Analysis of endochondral bone formation in *Scd1*−/− mice by Safranin O, Fast green, and hematoxylin staining and Col II deposition by double-labeled immunofluorescence were done as for S1P*^cko^* mice at E15.5. In situ hybridization analyses were done on 5- µm paraffin-embedded sections as described previously using ^35^S-labeled riboprobes [15], [24]. Riboprobes for the murine Scd1, Scd2, Ldlr, Fads2, and Fdps genes were derived from their full-length cDNA clones purchased from commercial sources. Murine Scd1 immunohistochemistry (IHC) was performed on 5- µm paraffin-embedded sections using anti-Scd1 antibody (Santacruz Biotechnology) and HRP-conjugated anti-goat IgG and DAB. Hematoxylin was used as the counter stain. In situ hybridization images were viewed with BX51 (Olympus) microscope and images captured with a digital camera (DP70; Olympus) using DP controller software (Olympus). Images of hybridization signals were artificially colored red and superimposed on toluidine blue-counterstained images using Photoshop (Adobe).

## Results

### Retention of cartilage matrix proteins in the ER

Chondrocytes by nature are secretory cells and secrete large amounts of ECM proteins needed to create the cartilage matrix. Ultrastructural analysis of cartilage from S1P*^cko^* mice showed an enlarged ER with the retention of a crystalline material [15]. Therefore we first examined the composition of proteins retained within the ER. Using double-labeled immunofluorescence, an antibody to calnexin (an ER membrane protein) and an antibody (IIF; see Table 1) against the Col II triple helical domain (THD), we analyzed whether Col II in the mutant cartilage was trapped in the ER (Fig. 1).

**Figure 1:**
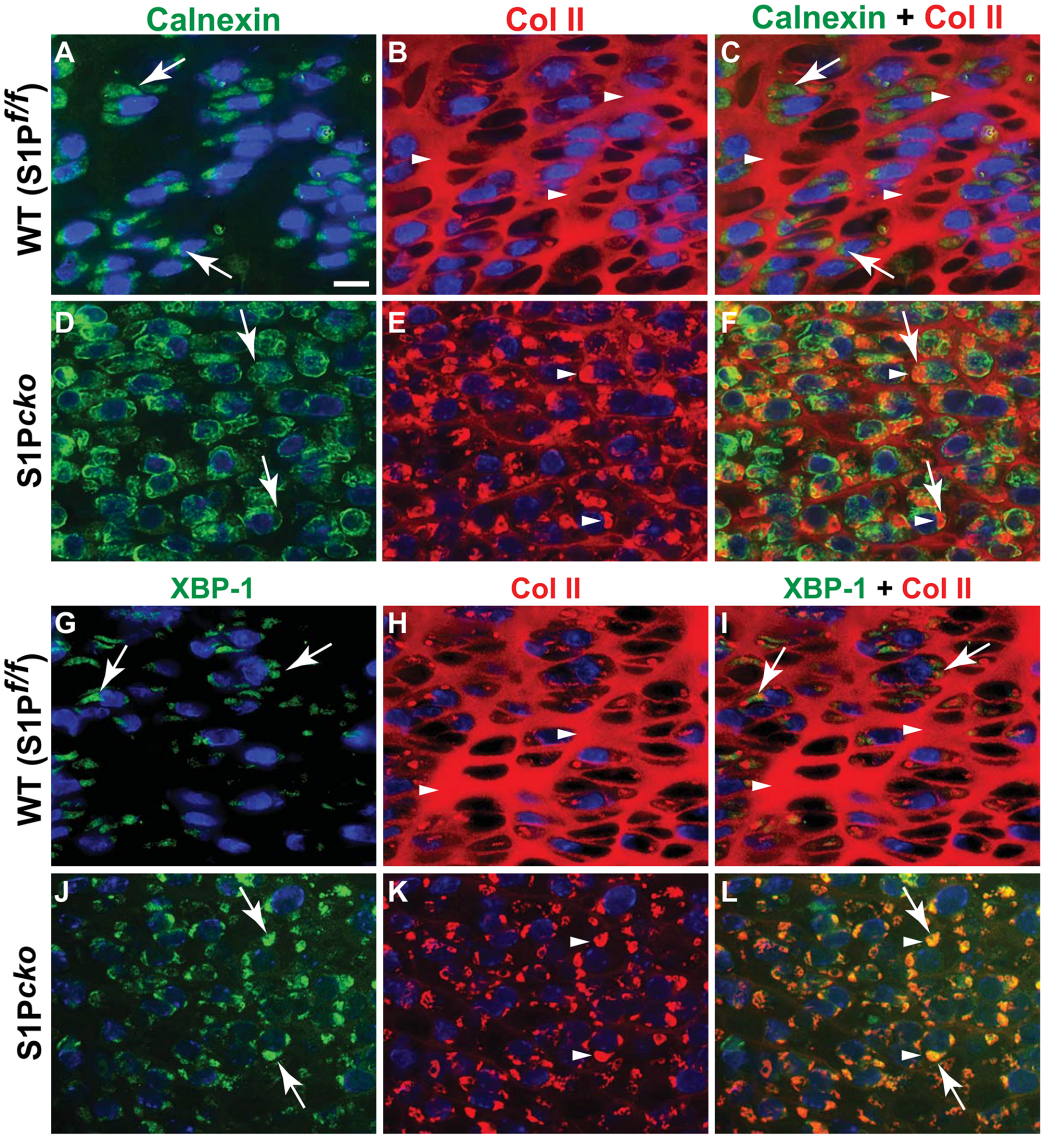
The ER retention of Col II in S1P*^cko^* chondrocytes. (A–F) Double-labeled immunofluorescence analyses for Col II THD (IIF antibody) and calnexin in E16.5 femurs in WT (**A–C**) and S1P*^cko^* (**D–F**). Signals from calnexin (**A, D**) are shown in green (white arrows) and those from Col II THD (**B, E**) are shown in red (white arrowheads) with composite signals shown in **C** and **F**. (**G–L**) Double-labeled immunofluorescence analyses for Col II THD and XBP-1 in E16.5 femurs in WT (**G–I**) and S1P*^cko^* (**J-L**). Individual signals from XBP-1 (**G, J**) are shown in green (white arrows) and those from Col II THD (**H, K**) are shown in red (white arrowheads), with composite signals shown in **I** and **L**. All images shown are for mature columnar proliferative chondrocytes in the WT and a corresponding region in S1P*^cko^* (see Fig. S1A). Bar (all panels): 10 µm.

In WT, the Col II THD in the cartilage (shown as red immunofluorescence, white arrowheads, Fig. 1B, C) is distinct from calnexin (shown as green immunofluorescence, Fig. 1A, C) of the ER membrane surrounding the blue DAPI-stained nuclei of the chondrocytes (Fig. 1A–C). Notice the strong presence of a Col II-derived matrix in the cartilage of the WT (Fig 1B, C). In S1P*^cko^* however, signaling from Col II THD (red) is visible primarily from inside the cells (white arrowheads, Fig. 1E) concomitant with the drastic drop of Col II-derived signals from the S1P*^cko^* cartilage. The chondrocytes appear distended from the entrapped Col II protein. In the composite image (Fig. 1F), Col II is visible as yellowish-orange immunofluorescence signal surrounding the blue-DAPI-stained nuclei, due to its colocalization with calnexin (white arrows, Fig. 1D, F) in the ER. To confirm the ER-entrapment of Col II in the mutant, we analyzed whether Col II colocalized with XBP-1 [25], a known ER luminal protein (Fig. 1G–L) in S1P*^cko^* cartilage. As shown in Fig. 1J-L, Col II colocalized with XBP-1 in the mutant chondrocytes confirming its entrapment in the ER. Even though results are shown for the proliferative zone, Col II retention is seen throughout all zones of the growth plate and is not limited by cell size, morphology or location in the growth plate. These data indicate that the matrix in S1P*^cko^* cartilage is defective and devoid of Col II due to disruption of Col II trafficking from ER to the cartilage.

During synthesis, Col II is made as a procollagen of three identical pro-α-chains consisting of the amino (N) terminal propeptide, the THD domain, and the carboxy (C) terminal propeptide. The Col II protein incorporated into the mature cartilage is the THD domain with the N- and C-terminal propeptides removed. To understand the nature of the trapped Col II, we performed double-labeled immunofluorescence with the IIBN antibody [18], which detects the unique exon 1–3 peptide junction sequence specific to type IIB procollagen (pro-Col IIB) produced by chondrocytes (in contrast to the type IIA procollagen made by chondroprogenitor cells), in combination with anti-calnexin (Fig. 2A, B). In WT, signals from pro-Col IIB are undetectable presumably due to a rapid processing of the procollagen (Fig. 2A) [18]. In the composite picture for the WT (pro-Col IIB + calnexin; Fig. 2A) only signals from calnexin are seen showing the presence of the ER compartments. In contrast in S1P*^cko^*, significant signals from pro-Col IIB are detected that overlaps with signals from calnexin inside the cell (Fig. 2B).

**Figure 2:**
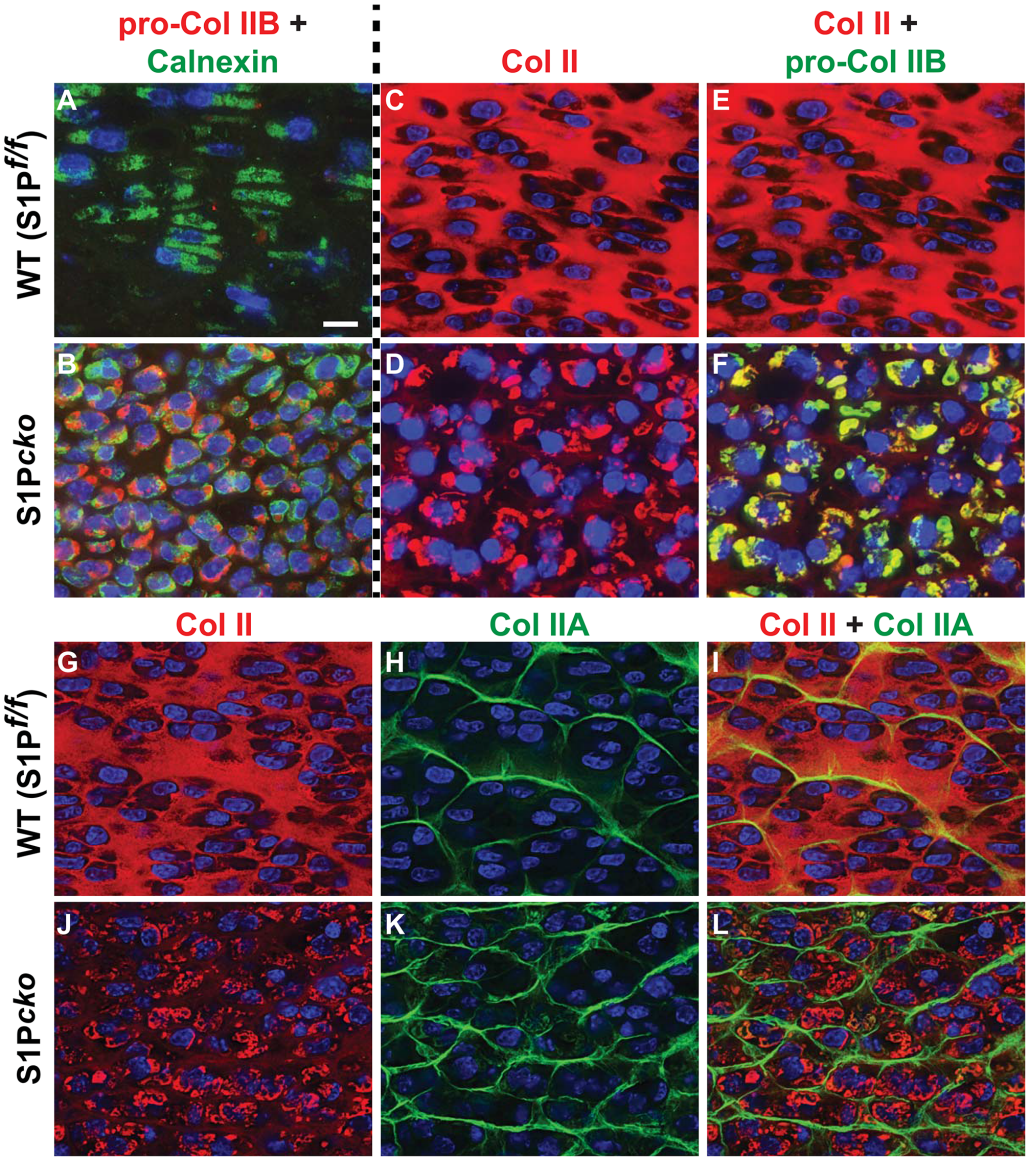
Specific retention of pro-Col IIB in S1P*^cko^* chondrocytes. Double-labeled immunofluorescence analyses were done for pro-Col IIB (red, IIBN antibody) and calnexin (green) in E16.5 femurs in WT (A) and S1P*^cko^* (B) and only the composite for this analysis is shown. In a separate analysis (symbolized by the dashed line between panels A/B and C/D), double-labeled immunofluorescence was done for Col II THD (red) (**C–F**) and pro-Col IIB (green) (**E, F**) in E16.5 femurs in WT (**C, E**) and S1P*^cko^* (**D, F**) with composite signals shown in **E** and **F**. Panels **G-L** show double-labeled immunofluorescence analyses for Col II THD (red) (**G, J**) and Col IIA (green; IIA antibody) (**H, K**) in E16.5 femurs in WT (**G–I**) and S1P*^cko^* (**J–L**). Composite signals are shown in panels **I** and **L**. All images shown are for mature columnar proliferative chondrocytes in the WT and a corresponding region in S1P*^cko^*. Bar (all panels): 10 µm.

When we repeated the analysis for pro-Col IIB in combination with IIF antibody (Fig. 2C–F), only the Col II THD is seen in the WT cartilage matrix indicating the presence of the mature processed Col II protein (Fig. 2C, E). However, hardly any Col II THD is detected in the S1P*^cko^* cartilage (Fig. 2D, F; also see Fig.1E). Signals from Col II THD is seen primarily trapped inside the cells (Fig. 2D) that overlaps with intracellular signals from pro-Col IIB (Fig. 2F). These observations indicate that in the mutant, the pro-Col IIB isoform of Col II is trapped in the ER. In order to analyze if this retention is specific to pro-Col IIB, we repeated the analysis using the IIA antibody specific to type IIA procollagen (Col IIA). In the WT (Fig. 2G–I), Col IIA is detected only outside the cell in the cartilage ECM where it forms an organized lattice network (in green, Fig. 2H). Importantly, an organized lattice network specific to Col IIA is also seen in S1P*^cko^* cartilage. The IIF antibody as seen before did not identify any Col II network in the mutant (compare Fig. 2I to 2L). These observations indicate that the absence of S1P activity affects only pro-Col IIB trafficking from the ER, and not Col IIA.

Next, we analyzed if trafficking of other major matrix proteins such as COMP and aggrecan is affected in S1P*^cko^* (Fig. 3). In WT chondrocytes, COMP (in red) is visible in the cartilage (white arrowheads, Fig. 3B, C) and its localization is distinct from calnexin (in green, white arrows, Fig. 3A,C) which surrounds the DAPI-stained blue nuclei. The distribution of COMP in the WT cartilage matrix is similar to that of Col II (compare Fig. 3B to Fig. 1B or 2C, E). Therefore when we labeled both Col II THD (red) and COMP (green) in the WT (Fig 3G), the staining patterns for Col II and COMP overlapped in the matrix; the cartilage is seen as yellowish-green in most areas with very little Col II or COMP detected intracellularly. Interestingly, the S1P*^cko^* cartilage also has a COMP-derived matrix (Fig. 3E, F). But COMP distribution does not resemble that seen in the WT cartilage and appears disordered and filamentous. In fact, COMP distribution in S1P*^cko^* cartilage approximates the distribution of Col IIA (compare Fig. 3E to 2K). This is probably due to the absence of the Col II THD domain in the S1P*^cko^* cartilage. Labeling S1P*^cko^* cartilage for both Col II (red) and COMP (green) (Fig. 3H) showed that COMP and Col II occupy distinct domains. While most of Col II is detected intracellularly, the majority of COMP is seen as a network in the cartilage. While some COMP is also detected trapped in the ER in S1P*^cko^* chondrocytes (white arrows with asterisk, Fig. 3E, H), these are usually very small aggregates and are usually surrounded by the larger Col II aggregates (Fig. 3H) suggesting retention due to a physical interaction with Col II (see DISCUSSION). Moreover, this retention of COMP is insignificant when compared to pro-Col IIB retention and has no consequence in the formation of a COMP matrix in the mutant cartilage. Co-localization studies with aggrecan (Agc) show that like COMP, S1P ablation does not affect its secretion (Fig. 3J). Thus our studies demonstrate that pro-Col IIB is the primary cartilage matrix protein trapped in the ER of S1P*^cko^* chondrocytes.

**Figure 3:**
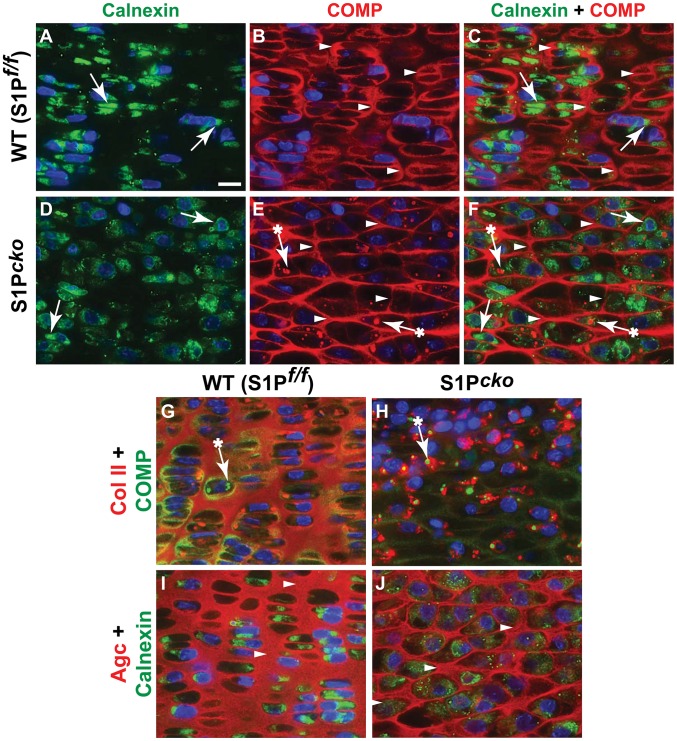
COMP and aggrecan are not intracellularly retained in S1P*^cko^* chondrocytes. Double-labeled immunofluorescence analyses for COMP and calnexin in E16.5 femurs in WT (A–C) and S1P*^cko^* (**D–F**). Individual signals from calnexin (**A, D**) are shown in green (white arrows) and those from COMP (**B, E**) are shown in red (white arrowheads), with composite signals in **C**, **F**. The relative distribution of Col II THD (red) and COMP (green) proteins for WT (**G**) and S1P*^cko^* (**H**) are shown as composites from double-labeled immunolabeling analyses in E16.5 femurs. Occasional entrapment of COMP is indicated by arrows marked with an asterisk. Composite signals showing the localization of aggrecan (Agc) (red) relative to calnexin (green) in E16.5 WT (**I**) or S1P*^cko^* (**J**) femurs. All images shown are for mature columnar proliferative chondrocytes in the WT and a corresponding region in S1P*^cko^*. Bar (all panels): 10 µm.

### Genome-wide expression profiling

The primary, well studied role of S1P is its transcription factor processing activity. Lack of transcription factor processing by S1P would affect both UPR and cholesterol/fatty acid homeostasis, which could be causal to S1P*^cko^* phenotypes. 

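Expression was measured with Illumina MouseWG-6 BeadChips in RNA of E16.5 WT and S1P* cko* embryos, which lack site-1 protease (S1P) in cells with Col2-driven Cre. Chondroepiphyseal cartilage had 2 arrays per genotype, entire long bones had 3, and calvaria, the flat bones of the skull vault, had 1. Mbtps1, the gene that encodes S1P, had a normalized log2 intensity of 8.97 ± 0.11 (SD, n = 2 arrays) in WT cartilage and 8.75 ± 0.18 (SD, n = 2) in S1P* cko* cartilage. This is a log2 fold change of -0.22 (standard error 0.23, adjusted p = 0.653 from limma), and in long bone the change was -0.18 (standard error 0.19, adjusted p = 0.727, n = 3 arrays per genotype). The other Mbtps1 probe changed by 0.06 in cartilage (adjusted p = 0.892). The text of the paper does not name the deleted exon, so whether either probe lies in the deleted part is open and neither value checks the genotype.

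The deposited signals carried no background subtraction, and between 44.1% and 47.1% of the 46643 probes were detected on an array. Signals were background-corrected and quantile normalized over the 12 arrays with neqc of limma and put on a log2 scale. The 23744 probes detected on at least 2 of the 10 cartilage and long bone arrays were tested with limma, as S1P* cko* against WT within each tissue. They cover 12542 genes with a symbol, and the value of a gene is that of its brightest tested probe. A gene is said to rise or fall at an adjusted p under 0.05 and a change of at least 2-fold, the thresholds of the study. Arrays are identified by the number in their titles: 1919 and 1927 for WT cartilage, 1920 and 1928 for S1P* cko* cartilage, 1921, 1923 and 1929 for WT long bone, and 1922, 1924 and 1930 for S1P* cko* long bone. The titles mark 1927, 1928, 1929 and 1930 as second amplifications, and the embryos counted in the legend of Fig. 7 leave 1 WT and 1 S1P* cko* embryo for the cartilage arrays. Their replicates are then technical, those of long bone may be in part, and n counts arrays, so the p values leave out spread between embryos. Where every array of one genotype lay below detection, a fold change is given as a lower bound: the mean of the bright group against the mean, over the dim arrays, of the lowest signal among detected probes or of the probe's own signal if higher. Gene lists were fixed before the data were examined, but when Tables S3 and S4 had been read. They were tested with camera at a preset correlation, and again with an estimated one. Where a list holds genes of these tables, its test is not independent of the study's picks from the same arrays.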

To understand the mechanisms behind this phenotype we profiled gene expression in mutant cartilage by microarray and contrasted it to WT cartilage to identify the biological processes disrupted in S1P*^cko^* chondrocytes. Statistically significant genes were identified by 2-way ANOVA analysis coupled with FDR of 5% (only 5% genes identified in the analysis could be false positive). Only genes that were 2-fold or more differentially regulated in the mutant were considered. Our primary aim was to understand the difference in gene expression in the chondroepiphyseal cartilage which at embryonic stages is the bulk of the cartilage in the skeletal elements. While S1P*^cko^* does not have any endochondral bone, it does have an enhanced cortical bone. Therefore entire long bones were also harvested and compared in this study. The Illumina MouseWG-6 v1.1 Expression BeadChip used in this study was chosen as it profiles more than 45,200 mouse transcripts including probes derived from the Mouse Exonic Evidence Based Oligonucleotide set and some less-characterized genes/probe sets derived from exemplar protein coding sequences from RIKEN FANTOM2.

A principal components analysis (PCA) scatter plot representing only 40.8% of the whole genome information present in the microarray hybridization signals demonstrated that very little difference in gene expression is seen between the WT and S1P*^cko^* calvaria (Figure S1C). This suggested that skeletal structures arising from intramembranous ossification were likely not as affected by S1P ablation presumably because this developmental pathway does not need a cartilage intermediate. 

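In calvaria, 279 of the 23744 probes tested differed by 2-fold or more between the S1P* cko* and the WT array, 209 higher and 70 lower. Single S1P* cko* and WT arrays of the same amplification round differed at 829 and 921 probes in cartilage and at 489 to 1037 probes in long bone. Arrays of one group differed at 60 to 723 probes. The 31 measured ATF4 targets, genes of amino acid supply and the stress response, had a median log2 difference of 0.17 in calvaria. This was above 100% of 10000 random lists of the same size and similar intensity, after rounding. The 15 measured enzymes of cholesterol synthesis had a median of 0.05, above 76.5% of random lists. With 1 array per genotype, the calvaria differences have no error and no test.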

The PCA analysis also revealed that the largest difference in gene expression profile between WT and S1P*^cko^* lay in the cartilage. 

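The mean WT and the mean S1P* cko* profile lay 62.2 apart in cartilage on the first 3 principal components, 45.6 apart in long bone and 8.47 apart in calvaria. These components held 31.8%, 17.5% and 14.9% of the variance over all 12 arrays, 64.2% together. Arrays of one group lay 10.2 apart in WT cartilage, 11.2 in S1P* cko* cartilage, 11.4 to 20.5 in WT long bone and 4.72 to 40.1 in S1P* cko* long bone. The root mean square log2 difference between the genotypes over all probes was 0.329 in cartilage, 0.259 in long bone and 0.284 in calvaria, where each mean is 1 array. With the authors' processed values, raised to at least 1 before taking log2, the root mean square was largest in calvaria (1.04, against 0.868 in cartilage and 0.702 in long bone). The distance on the first 3 components kept its order with these values, 148 in cartilage, 114 in long bone and 28.1 in calvaria. A test of the difference between cartilage and long bone passed both thresholds for 81 probes of 65 genes, counting any probe. Of these genes, 29 had a more positive and 36 a more negative change in cartilage. Among them, Ctsk (cathepsin K) and Ocstamp, both osteoclast genes, had more positive changes in cartilage, by 2.13 (adjusted p = 0.0229) and 2.66 (adjusted p = 0.0171) on the log2 scale. Ocstamp no longer passed without array 1919 (adjusted p = 0.108), 1920 (0.08), 1928 (0.113), 1923 (0.0521), 1924 (0.0548) or 1930 (0.0566). Against the 29 genes with a more positive change, 4 to 9 passed with 1 array other than 1921 or 1922 left out. The number of probes was 448 without array 1921 and 430 without array 1922, and between 25 and 44 without any other single array. It was 0 in limma with the first amplification round alone and 0 with the amplifications of one extract averaged, a setting chosen after seeing the data (1232 and 1095 probes at an unadjusted p under 0.05).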

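In S1P* cko* cartilage 147 genes rose and 192 fell by their brightest probe, and 170 rose and 239 fell counting any of their probes (255 and 317 probes, n = 2 arrays per genotype). Fgf21, a hormone secreted under metabolic and ER stress, was at least 40.8-fold higher than in WT (adjusted p = 1.16e-08). Otog, which encodes the matrix glycoprotein otogelin, rose 45.6-fold (log2 fold change 5.51, standard error 0.28, adjusted p = 1.46e-06). Fibcd1, a transmembrane receptor for acetylated ligands, was at least 27.4-fold higher (adjusted p = 7.33e-08), and Cdsn, the adhesion protein corneodesmosin, at least 16.3-fold (adjusted p = 2.83e-07). Cxadr, a cell adhesion receptor, rose by 3.45 on the log2 scale (standard error 0.38, adjusted p = 0.000565), with 0.94 on its other probe (adjusted p = 0.0539). Avil, which encodes the actin-binding protein advillin, rose by 4.71 (adjusted p = 1.36e-06) and was detected on 1 of the 2 WT arrays.

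The largest falls included genes of keratinized tissue. Krtap13, a keratin-associated protein, was at least 10.9-fold lower (adjusted p = 7.43e-07), and the late cornified envelope genes Lce1c, Lce1m and Lce1b were at least 6.95-fold, 5.34-fold and 4.33-fold lower. Apof, apolipoprotein F, was at least 4.67-fold lower (adjusted p = 0.00302), and Plekhb1, a membrane-binding protein, fell by 2.63 (adjusted p = 0.00166). Of 21 epidermis markers, 11 were measured: 4 fell, 1 rose and 6 did not pass, the same counts as when adjusted over the list alone. Their median change was -0.41, or -0.19 with undetected genes at their bounds (camera adjusted p = 0.00631, adjusted p = 0.382 with an estimated correlation). Because 7 of the markers come from Tables S3 and S4, the list is not independent evidence of its direction. The count of 572 probes became 288 without array 1919, 277 without 1927 and 302 without 1928. Counting any probe, 110 genes rose and 100 fell without array 1919, and 111 and 110 without array 1928, so the excess of falls was not kept. With the first amplification round alone it was 14.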

A 2-way ANOVA analysis coupled with a minimum of +2 to -2 differential fold regulation generated a stringent list of genes differentially regulated in S1P*^cko^* chondrocytes. 

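In entire long bones of S1P* cko* embryos 97 genes rose and 61 fell by their brightest probe, and 108 rose and 67 fell counting any of their probes (146 and 98 probes, n = 3 arrays per genotype). Without array 1922 the balance turned, with 146 genes that rose and 272 that fell counting any probe. Fgf21 was at least 25.5-fold higher (adjusted p = 4.52e-09), Cdsn at least 23.1-fold (adjusted p = 1.44e-08) and Fibcd1 at least 18.3-fold (adjusted p = 1.68e-08). ATF4 targets rose in number: 22 of 31 measured genes rose, none fell and 9 did not pass (23 rose when adjusted over the list alone). Their median log2 fold change was 1.52, or 1.42 with undetected genes at their bounds (camera adjusted p = 3.06e-49, adjusted p = 0.00946 with an estimated correlation). Of the 15 measured enzymes of cholesterol synthesis none passed both thresholds, although all 15 were lower, with a median of -0.70 (camera adjusted p = 4.49e-14, adjusted p = 0.0101 with an estimated correlation).

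The changes in the 2 tissues correlated across 12542 genes with r = 0.36, and genes are not independent replicates. By the brightest probe, 66 genes rose and 10 fell in both tissues, against 1.14 and 0.934 for independent lists. Pdgfd, a platelet-derived growth factor, was the 1 gene with opposite calls, at least 2.95-fold lower in cartilage (adjusted p = 0.000174) and at least 3.06-fold higher in long bone (adjusted p = 4.2e-05), a direction that turned with the authors' processed values (log2 fold change -0.42). Its other probe changed in neither tissue by the test (-0.01 and -0.24). Of the genes that rose in cartilage 91.8% were higher in long bone, with a median ratio of the log2 changes of 0.634. Of those that fell 75.5% were lower, with a median ratio of 0.227. The difference between the tissues was -0.41 (median, log2) for cholesterol synthesis (camera adjusted p = 0.000122, adjusted p = 0.157 with an estimated correlation) and 0.12 for ATF4 targets (camera adjusted p = 0.361).

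Markers of other cell types differed between the genotypes in long bone. Osteoclast genes had a median change of -1.24 (camera adjusted p = 4.32e-11, adjusted p = 0.0681 with an estimated correlation), erythroid genes -1.17 (6.64e-09 and 0.039) and skeletal muscle genes -0.90 (1.64e-05 and 0.386). Slc4a1, the anion exchanger of red cells, fell by 3.44 (standard error 0.25, adjusted p = 2.85e-05), and Alas2, an enzyme of heme synthesis, fell by 3.06 (standard error 0.44, adjusted p = 0.00374). Gdi2, a regulator of Rab GTPases in vesicle traffic, fell by 3.50 on 1 of its probes (adjusted p = 2.21e-07) and had changes of -0.03 and 0.44 on the others. Array 1922 stood apart from arrays 1924 and 1930, with a mean of 12.26 over the muscle genes against 10.47 and 10.38. The count of 244 probes was 572 without array 1922, 158 without 1924 and 162 without 1930, and 21 with the first amplification round alone.

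**Figure D1:**
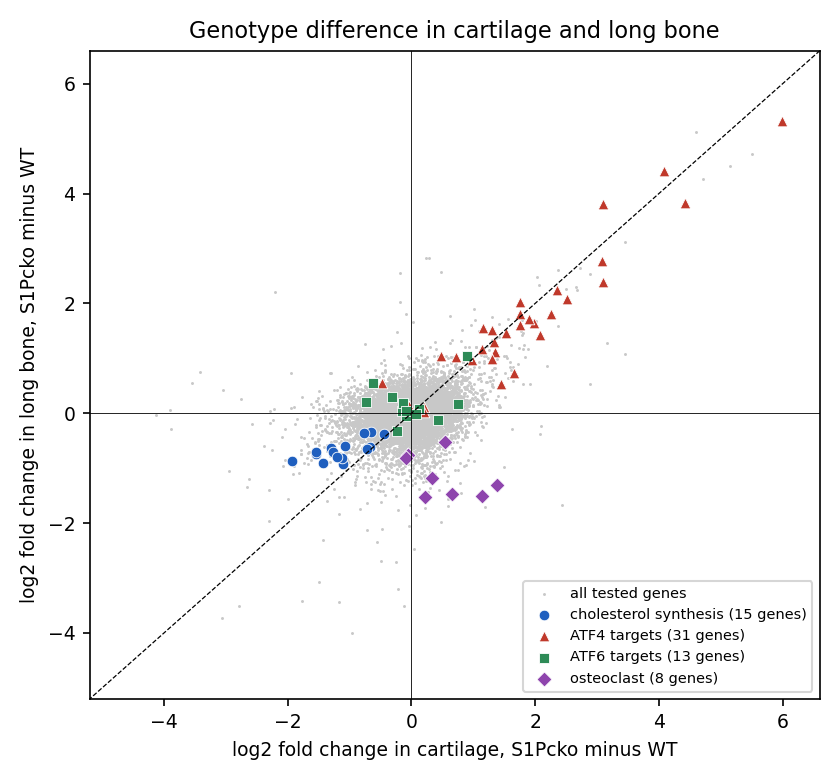
Log2 fold change of S1P* cko* against WT for every tested gene in cartilage (horizontal) and in long bone (vertical), with cholesterol synthesis genes, ATF4 targets, ATF6 targets and osteoclast genes marked and equal changes on the dashed line. ATF4 targets lie near the dashed line (medians 1.66 and 1.52), cholesterol synthesis genes are lower in both tissues (medians -1.12 and -0.70), and osteoclast genes are lower in long bone alone (medians 0.44 and -1.24).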

Comparison of the gene expression profile between WT and S1P*^cko^* long bones showed similar data (not shown) presumably due to the presence of RNA from the cartilage, indicating that the difference lay primarily in the cartilage. 

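Most probes that passed in cartilage differed by less than 2-fold in calvaria. Of the 572 probes that passed both thresholds in cartilage, 340 had the same sign in calvaria, 22 of them at 2-fold or more, and 14 differed by 2-fold or more with the other sign. For the 244 probes of long bone these numbers were 179, 27 and 4. Over all 23744 probes tested, 279 differed by 2-fold or more in calvaria, a lower share than in either set. The genes of Table S3 had a median log2 difference of 0.16 in calvaria, 3 of the 29 measured being higher by 2-fold or more, and those of Table S4 a median of 0.02. Adding WT and S1P* cko* calvaria to the model as 2 groups left 572 probes in cartilage and 244 in long bone, which follows from the design, since a group of 1 array adds nothing to the estimate of the spread.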

Incorporation of calvaria data set in these analyses did not make any difference to the differentially expressed genes identified. Tables S3 and S4 list genes that are significantly differentially regulated (up- or down-regulated, respectively) in S1P*^cko^* chondrocytes. 

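Of the 30 genes of Table S3, 29 were tested, and 28 of them rose in cartilage and 24 in long bone. The exception in cartilage was Apex1, as which the entry Hap1 (Apex) was read, while Hap1 itself had a fold change of 3.48. The 30 genes of Table S4 had 23 tested members (under 80%), of which 21 fell in cartilage and 2 in long bone. Median log2 fold changes were 2.72 in cartilage and 2.09 in long bone for Table S3, and -1.67 and -0.70 for Table S4. Gpnmb, a transmembrane glycoprotein, rose by 2.88 in cartilage (standard error 0.21, adjusted p = 2.2e-05, n = 2 arrays per genotype). Ibsp, which encodes bone sialoprotein, rose by 2.08 (standard error 0.23, adjusted p = 0.000515). Ppp1r3b, a regulator of glycogen synthesis, fell by 2.04 (standard error 0.23, adjusted p = 0.000614). The change differed between cartilage and long bone for 3 genes of Table S3 (Atf4, Gpnmb and Ibsp) and 7 of Table S4 (Calm4, Kprp, Krtap13, Lce1m, Lor, Ppp1r3b and Sparc). None of these differences passed with the first amplification round alone or with amplifications averaged. Both tables were picked by the study from these arrays, so these counts are not independent evidence.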

Figure 4A shows a volcano plot of the ANOVA analysis representing genes that are significantly differentially regulated (as per their *p* values) and exhibit fold changes of 2 or more. Figure 4B shows the range of differential regulation in S1P*^cko^* chondrocytes and the identity of some critical genes.

**Figure 4:**
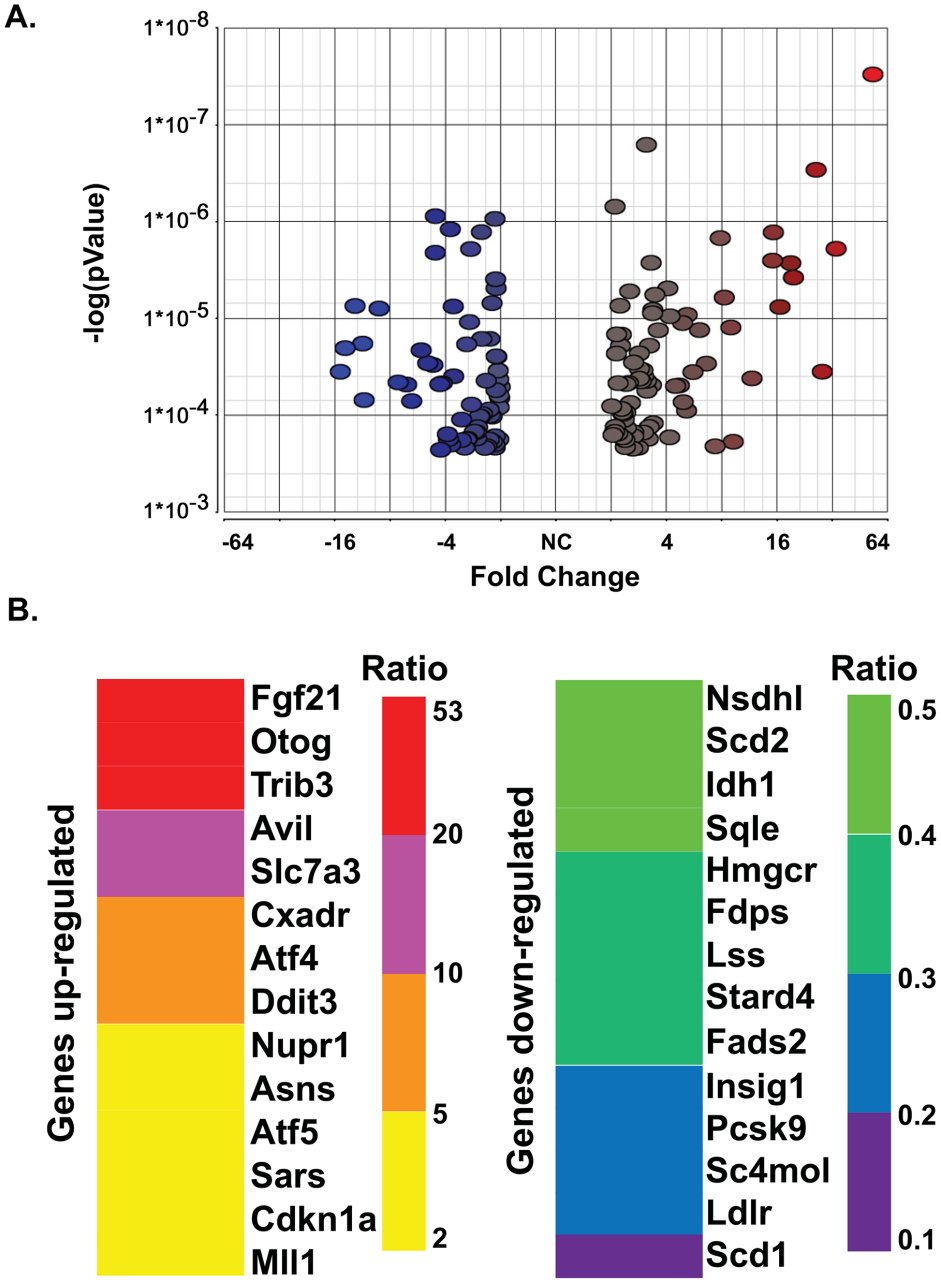
(**A**) A volcanic plot of the 145 differentially regulated genes in the S1P*^cko^* cartilage identified by 2-way ANOVA analysis. Only genes that show at least a 2-fold differential regulation with a *p*<0.05 (FDR ≤0.05) are shown, with the color red and its gradations identifying up-regulated genes and the color blue and its gradations identifying down-regulated genes. (**B**) Schematic representation of critical genes up- or down-regulated in S1P*^cko^* chondrocytes as compared to WT showing the range of differential expression in the mutant (un-abbreviated gene names are listed in Tables S3 and S4).

Analyses of differentially expressed genes to identify functional biological pathways disrupted in the cartilage due to S1P ablation were done by GeneGo (MetaCore). Surprisingly, this analysis showed that the top 10 processes upregulated in S1P*^cko^* belonged primarily to UPR pathways (Fig.5A). This suggested that ER stress response pathways were unaffected in S1P*^cko^* cartilage. Furthermore, when a functional molecular network was created with these up-regulated genes with the addition of ATF6α to the network (Fig. 5B), a number of genes were found to be connected to ATF6α, directly or indirectly, and also to each other, acting in concert to respond to ER stress due to pro-Col IIB entrapment in S1P*^cko^* chondrocytes. This suggested that ATF6 activity was unlikely to be disrupted in S1P*^cko^*. 

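Of 36 ATF4 targets, genes of amino acid supply and the stress response, 31 were measured in S1P* cko* cartilage: 24 rose, none fell and 7 did not pass, the same counts as when adjusted over the list alone. Chac1, which degrades glutathione, rose by 3.10 on the log2 scale (standard error 0.21, adjusted p = 1.34e-05, n = 2 arrays per genotype). Nupr1, a stress-induced nuclear protein, rose by 2.08 (standard error 0.18, adjusted p = 7.47e-05), and the transcription factor Atf5 by 1.75 (standard error 0.20, adjusted p = 0.000729). Atf3, another transcription factor of the stress response, was at least 2.78-fold higher (adjusted p = 0.00137). The list had a median change of 1.66, or 1.54 with undetected genes at their bounds (camera adjusted p = 1.71e-32, adjusted p = 0.0146 with an estimated correlation). The study placed 12 of the 36 in its tables of these arrays.

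The UPR panel of Table S2 had 66 of its 84 genes measured (under 80%), of which 3 rose, 2 fell and 61 did not pass, also when adjusted over the list alone. Atf4, Ddit3 and Cebpb, a transcription factor of the stress response, rose, while Insig1, which retains SREBPs in the ER, and Htra4, a serine protease, fell. The other Atf4 probe did not pass. In the paper's qPCR of this panel on fresh cartilage RNA, only Ddit3 and Insig1 changed significantly. The median of the panel on the arrays was 0.04 (camera adjusted p = 0.989). Cebpb rose by 1.45 (adjusted p = 0.00941) but did not pass without array 1919 (adjusted p = 0.103) or 1928 (0.1). Of 18 XBP1 targets, genes of protein entry into the ER and folding, 14 were measured (under 80%): 1 fell, 13 did not pass and none rose, with a median of -0.21 (camera adjusted p = 0.0446, adjusted p = 0.311 with an estimated correlation). The XBP1 result did not pass without array 1919 (adjusted p = 0.112), 1928 (0.134), 1922 (0.051) or 1930 (0.0513). The member that fell was Ssr3, a subunit of the translocon-associated complex, by 1.12 (adjusted p = 0.0167), which did not pass without array 1919 (adjusted p = 0.152), 1920 (0.0611) or 1928 (0.136).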

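Of 18 ATF6 targets, chaperones and degradation factors of the ER, 13 were measured in S1P* cko* cartilage (under 80%), and none rose or fell, also when adjusted over the list alone. Their median log2 fold change was -0.09 (camera adjusted p = 0.919, adjusted p = 0.976 with an estimated correlation). Herpud1, a factor of ER-associated degradation, was higher by 0.89 (standard error 0.20, adjusted p = 0.0286, n = 2 arrays per genotype), which is 1.85-fold and under the 2-fold threshold. Hyou1, an ER chaperone, had a change of 0.75 (standard error 0.29, adjusted p = 0.17). Pdia4, a protein disulfide isomerase, had -0.09 (standard error 0.20, adjusted p = 0.86), and Xbp1 0.08 (standard error 0.15, adjusted p = 0.821). In simulated data of the same design, 21 of 50 changes of 2-fold and 48 of 50 changes of 4-fold were found in cartilage, so many changes near 2-fold would not pass both thresholds. The simulated changes were placed on brighter probes alone, so the share found among dim probes may be lower.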

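In S1P* cko* cartilage 10 of 15 measured enzymes of cholesterol synthesis fell and 5 did not pass, also when adjusted over the list alone, and none rose. Msmo1 (Sc4mol), which removes sterol methyl groups, fell by 1.92 on the log2 scale (standard error 0.15, adjusted p = 5e-05, n = 2 arrays per genotype). Lss, which closes the sterol rings, fell by 1.54 (standard error 0.19, adjusted p = 0.0013), and Cyp51, a sterol demethylase, by 1.27 (standard error 0.16, adjusted p = 0.00139). The other Lss probe had a change of -0.31 (adjusted p = 0.556). Sqle, which oxidizes squalene, fell by 1.11 (standard error 0.17, adjusted p = 0.00401). All 15 enzymes were lower, from -1.92 to -0.44 with a median of -1.12 (camera adjusted p = 2.33e-16, adjusted p = 0.0134 with an estimated correlation). The full list holds 20 enzymes, so under 80% were measured, and 7 of them are in Table S4.

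Of 20 genes of fatty acid synthesis and desaturation, 18 were measured: 3 fell and 15 did not pass, also when adjusted over the list alone. Those that fell are the desaturases Scd1, Scd2 and Fads2, all 3 in Table S4. Fasn, the fatty acid synthase, had a change of -0.90 (standard error 0.30, adjusted p = 0.115), Acly, which supplies acetyl-CoA, -0.73 (standard error 0.19, adjusted p = 0.0539), and Elovl6, which elongates palmitate, -0.77 (adjusted p = 0.0777). The median of the list was -0.33 (camera adjusted p = 0.000881, adjusted p = 0.0586 with an estimated correlation).

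**Figure D2:**
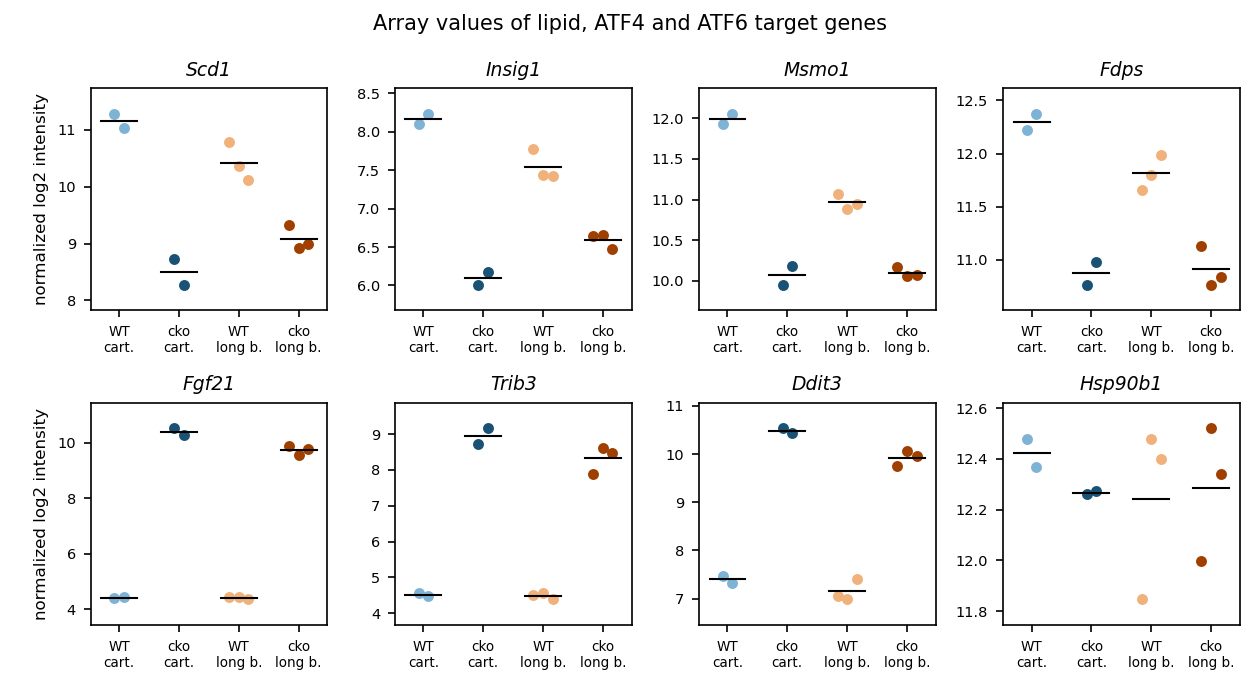
Normalized log2 intensity of 4 lipid genes (Scd1, Insig1, Msmo1, Fdps), 3 ATF4 targets (Fgf21, Trib3, Ddit3) and 1 ATF6 target (Hsp90b1) on each cartilage and long bone array, with a line at each group mean. The lipid genes are lower and the ATF4 targets higher on every S1P* cko* array than on any WT array of the same tissue, and Hsp90b1 is not separated by genotype in long bone.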

When the significantly differentially down-regulated genes were analyzed similarly by GeneGo, the top 10 down-regulated processes belonged primarily to cholesterol and lipid biosynthetic pathways (Fig. 6A). 

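Of 13 genes of sterol uptake and SREBP feedback, 10 were measured in S1P* cko* cartilage (under 80%): 5 fell, 5 did not pass and none rose, also when adjusted over the list alone. Insig1, which holds the SREBP complex in the ER, fell by 2.07 on the log2 scale (standard error 0.17, adjusted p = 6.56e-05, n = 2 arrays per genotype), and by 1.94 on its other probe (adjusted p = 0.0127). Tmem97, a sterol-responsive membrane protein, fell by 1.36 (standard error 0.15, adjusted p = 0.000455). Srebf2, which encodes SREBP-2, was lower by 1.87-fold, under the 2-fold threshold (log2 fold change -0.90, standard error 0.19, adjusted p = 0.023). Scap, the escort of SREBPs to the Golgi, had a change of 0.39 (standard error 0.19, adjusted p = 0.288). The median of the list was -0.95 (camera adjusted p = 1.98e-06, adjusted p = 0.107 with an estimated correlation), and 5 of its genes are in Table S4. Of 8 LXR targets, genes of sterol efflux, 6 were measured (under 80%) and none passed (median 0.05 with a mean and a test direction below 0, mean -0.10, camera adjusted p = 0.842). Srebf1 was not analysed here.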

As with the up-regulated genes, when a molecular network was created with the down-regulated genes with the addition of SREBPs to the network, a large number of these genes were found to be interconnected with SREBP-1 and SREBP-2 (Fig. 6B) indicating that this is not an isolated event but are molecular events acting in concert to down-regulate cholesterol and lipid biosynthesis.

**Figure 5:**
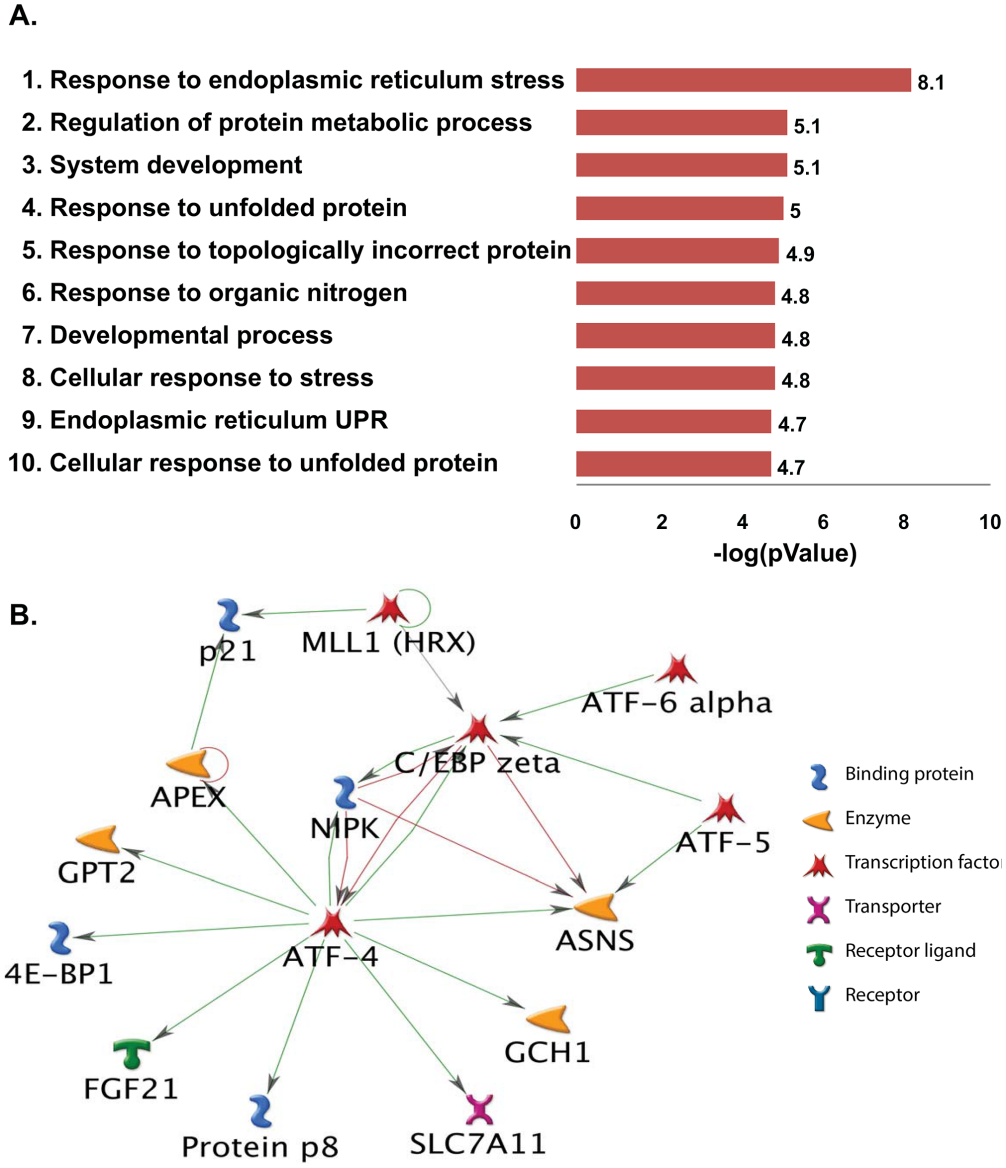
(**A**) A schematic representation of the top ten biological pathways up-regulated in S1P*^cko^* chondrocytes identified by GeneGo (MetaCore) based on their *p* value. The majority of up-regulated pathways belong to UPR in response to ER stress. (**B**) A molecular network generated from upregulated genes with the addition of ATF6α to the network. Green lines represent activation and red lines represent inhibition.

**Figure 6:**
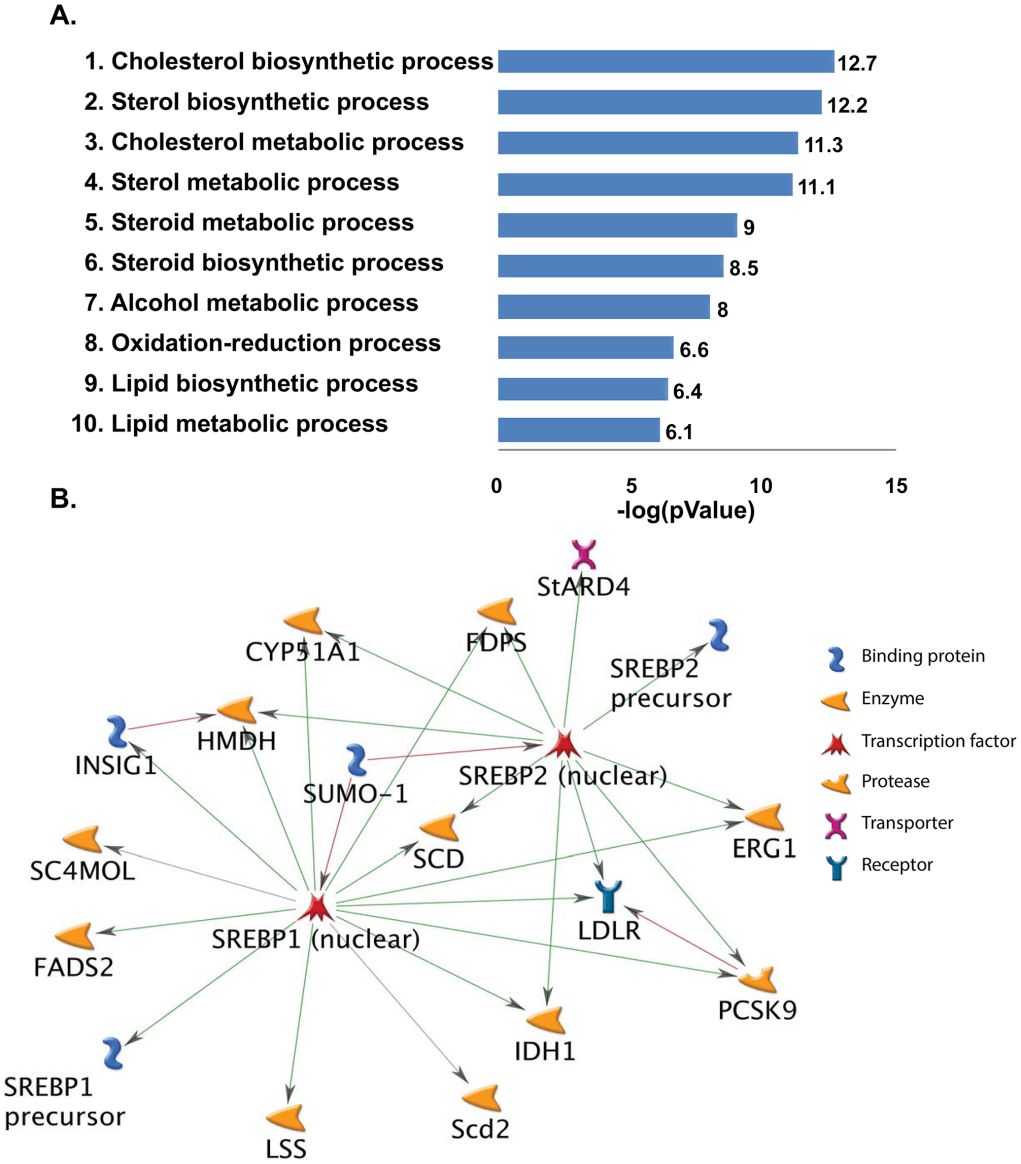
(**A**) A schematic representation of the top ten biological pathways down-regulated in S1P*^cko^* chondrocytes as identified by GeneGo based on their *p* value. The majority of down-regulated pathways identified belong to cholesterol and lipid biosynthetic pathways. (**B**) A molecular network generated from down-regulated genes with the addition of SREBPs to the network. Green lines represent activation and red lines represent inhibition.

### Intact unfolded protein response in S1P^cko^ chondrocytes

The UPR is modulated by the action of three distinct pathways via three distinct ER transmembrane sensors, IRE1 (inositol-requiring transmembrane kinase and endonuclease 1), PERK (protein kinase-like ER kinase), and ATF6 [26]–[28]. Activation of IRE1 results in the endonucleolytic cleavage of XBP-1 mRNA to allow for frame-shift translation and expression of the active XBP-1 transcription factor, which increases the expression of UPR-responsive genes. Activation of PERK pathway leads to phosphorylation of elongation initiation factor 2α thereby inactivating it, which attenuates translation thus decreasing the protein burden of the cell. Furthermore, this diminished translation allows for the selective increased translation of ATF4 which alone or in combination with XBP-1 allows for expression of UPR-responsive genes. Release of ATF6 from the ER by the combined action of S1P and site-2 protease (S2P) and its translocation to the nucleus, in cooperation with NF-Y or XBP-1, up-regulates transcription of UPR-responsive genes.

An indication that the PERK pathway is normal in S1P*^cko^* is seen by the up-regulation of ATF4 identified in the microarray analysis (Fig. 4B, 5B). This is further confirmed by the increased expression of ATF4-controlled genes such as DNA damage inducible transcript 3 (Ddit3, also known as C/EBP zeta/CHOP/CHOP10; Fig. 4B, 5B) [29]. 

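Atf4, which encodes the transcription factor translated under PERK signaling, rose 11-fold in S1P* cko* cartilage. Its normalized log2 intensity was 5.91 ± 0.27 (SD, n = 2 arrays) in WT and 9.37 ± 0.11 (SD, n = 2) in S1P* cko* cartilage, a log2 fold change of 3.46 (standard error 0.23, adjusted p = 1.34e-05 from limma). The other Atf4 probe had a change of 0.18 (standard error 0.17, adjusted p = 0.621). Atf4 is also on the paper's qPCR panel, where only Ddit3 and Insig1 changed significantly. In long bone the brighter probe stood at 9.30 ± 0.27 (SD, n = 3) in WT and 10.38 ± 0.28 (SD, n = 3) in S1P* cko*, a rise of 1.08 (standard error 0.19, adjusted p = 0.0135) that did not pass without array 1923 (adjusted p = 0.0642), 1929 (0.0521), 1924 (0.0803) or 1930 (0.076). The change was larger in cartilage than in long bone by 2.38 on the log2 scale (adjusted p = 0.00569).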

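Ddit3, which encodes the transcription factor CHOP, rose 8.47-fold in S1P* cko* cartilage, from a normalized log2 intensity of 7.41 ± 0.10 (SD, n = 2 arrays) in WT to 10.49 ± 0.06 (SD, n = 2). The log2 fold change was 3.08 (standard error 0.18, adjusted p = 5.61e-06), and in long bone 2.77 (standard error 0.15, adjusted p = 2e-06, n = 3 arrays per genotype). Ppp1r15a, the phosphatase subunit that CHOP induces to restore translation, rose by 1.91 in cartilage (standard error 0.28, adjusted p = 0.00361).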

Ddit3 is known to be involved in a variety of ER stress response pathways [30], [31]. It is also known to induce apoptosis in response to ER stress [32]. This up-regulation is in consensus with the drastic increase in apoptosis seen in S1P*^cko^* cartilage [15]. ATF4 also up-regulates genes involved in amino acid metabolism that may protect against oxidative stress by promoting glutathione synthesis. 

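The cationic amino acid transporter Slc7a3 rose 16.9-fold in S1P* cko* cartilage, from a normalized log2 intensity of 6.96 ± 0.20 (SD, n = 2 arrays) in WT to 11.03 ± 0.17 (SD, n = 2). This is a log2 fold change of 4.08 (standard error 0.22, adjusted p = 2.86e-06), and in long bone it rose by 4.41 (standard error 0.18, adjusted p = 2.21e-07, n = 3 arrays per genotype). Asns, which makes asparagine from aspartate and glutamine, rose by 1.75 in cartilage (standard error 0.19, adjusted p = 0.00041) and by 2.03 in long bone (standard error 0.15, adjusted p = 3.16e-05). Its other probe had a change of 0.78 in cartilage (adjusted p = 0.0556). Slc7a11, which imports cystine for glutathione synthesis, rose by 1.34 in cartilage (adjusted p = 0.00159), with 0.92 on its other probe (adjusted p = 0.017).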

The microarray analysis also showed increased expression of two well known markers of this response, the amino acid transporter protein solute carrier family 7 (Slc7a3) and the amino acid biosynthetic enzyme asparagine synthetase (Asns) (Fig. 4B and 5B) [33], [34]. Up-regulation of several aminoacyl tRNA synthetases such as seryl amino-acyl tRNA synthetase (Sars) and alanyl tRNA synthetase (Aars) is also seen (Fig. 4B). 

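Of 20 cytosolic aminoacyl-tRNA synthetases, enzymes that charge tRNAs with amino acids, 18 were measured in S1P* cko* cartilage: 4 rose, none fell and 14 did not pass, also when adjusted over the list alone. Sars rose by 1.27 on the log2 scale (standard error 0.19, adjusted p = 0.00361, n = 2 arrays per genotype), Aars by 1.17 (standard error 0.15, adjusted p = 0.00138) and Cars, the cysteinyl enzyme, by 1.64 (standard error 0.18, adjusted p = 0.000467). Other probes of Aars had changes of 0.15 (adjusted p = 0.808) and 1.56 (adjusted p = 0.0144), and those of Cars 1.09 (adjusted p = 0.152) and 0.20 (adjusted p = 0.653), and with the mean of all probes Aars (0.96) and Cars (0.98) were under 2-fold. Wars, the tryptophanyl enzyme, was higher by 0.91 (standard error 0.18, adjusted p = 0.0189), under the 2-fold threshold. The median of the list was 0.68, or 0.57 with undetected genes at their bounds (camera adjusted p = 2.65e-08, adjusted p = 0.289 with an estimated correlation), and 1 of the genes is in Table S3.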

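Trib3, a pseudokinase that binds ATF4 and CHOP, was detected on both S1P* cko* and on none of the WT cartilage arrays. It was at least 14.7-fold higher in S1P* cko* cartilage (adjusted p = 2.45e-06, n = 2 arrays per genotype) and at least 9.62-fold higher in S1P* cko* long bone (adjusted p = 9.28e-07, n = 3 arrays per genotype).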

Advanced ER stress response is also indicated by another target of ATF4-CHOP, namely tribbles 3 (Trib3/Nipk) (Fig. 4B, 5B), an ER stress inducible gene, which also functions by down-regulating its own induction to attenuate CHOP and ATF4 mediated transcriptional events [35]. Induction of the cell cycle inhibitor p21 (Cdkn1a) (Fig. 4B, 5B), a negative regulator of apoptosis [36] could be the cell's attempt to antagonize increased apoptosis.

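Cdkn1a, which encodes the cell cycle inhibitor p21, rose 2.49-fold in S1P* cko* cartilage (log2 fold change 1.32, standard error 0.22, adjusted p = 0.00763, n = 2 arrays per genotype) and by 1.22 on its other probe (adjusted p = 0.00216). The brighter probe did not pass without array 1919 (adjusted p = 0.088) or 1928 (0.0882). In long bone its change was 0.61 (standard error 0.18, adjusted p = 0.133, n = 3 arrays per genotype). Of 14 genes of p53 signaling and apoptosis, 10 were measured (under 80%), and Cdkn1a alone rose, also when adjusted over the list alone. Mdm2, the p53 ubiquitin ligase, had a change of 0.43 (adjusted p = 0.179). The median of the list was 0.10 (camera adjusted p = 0.0915), and the list test passed without array 1928 (adjusted p = 0.0471).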

To analyze events directed by the IRE1 pathway we analyzed XBP-1 splicing in S1P*^cko^* chondrocytes (Fig. 7A, B). Using XBP-1 primers whose sequences are common to both the spliced (s) and un-spliced (u) XBP-1 mRNA [21], [25] we checked the ability of the primers to generate the smaller, spliced XBP-1 mRNA product in PCR reactions using cDNA made from WT and S1P*^cko^* RNA used in the genome-wide expression profiling (Fig. 7A). Both WT and S1P*^cko^* cDNA showed the ability to generate the s-XBP-1 mRNA. We also confirmed XBP-1 splicing by coupling restriction digestion with PCR by using primers 3S and 12AS [22] on cDNA derived from the chondroepiphyseal cartilage RNA of more than one E16.5 WT and S1P*^cko^* embryo (Fig. 7B). Again, both WT and S1P*^cko^* showed the ability to splice XBP-1 mRNA suggesting an intact IRE-1 directed UPR system in the mutant chondrocytes.

**Figure 7:**
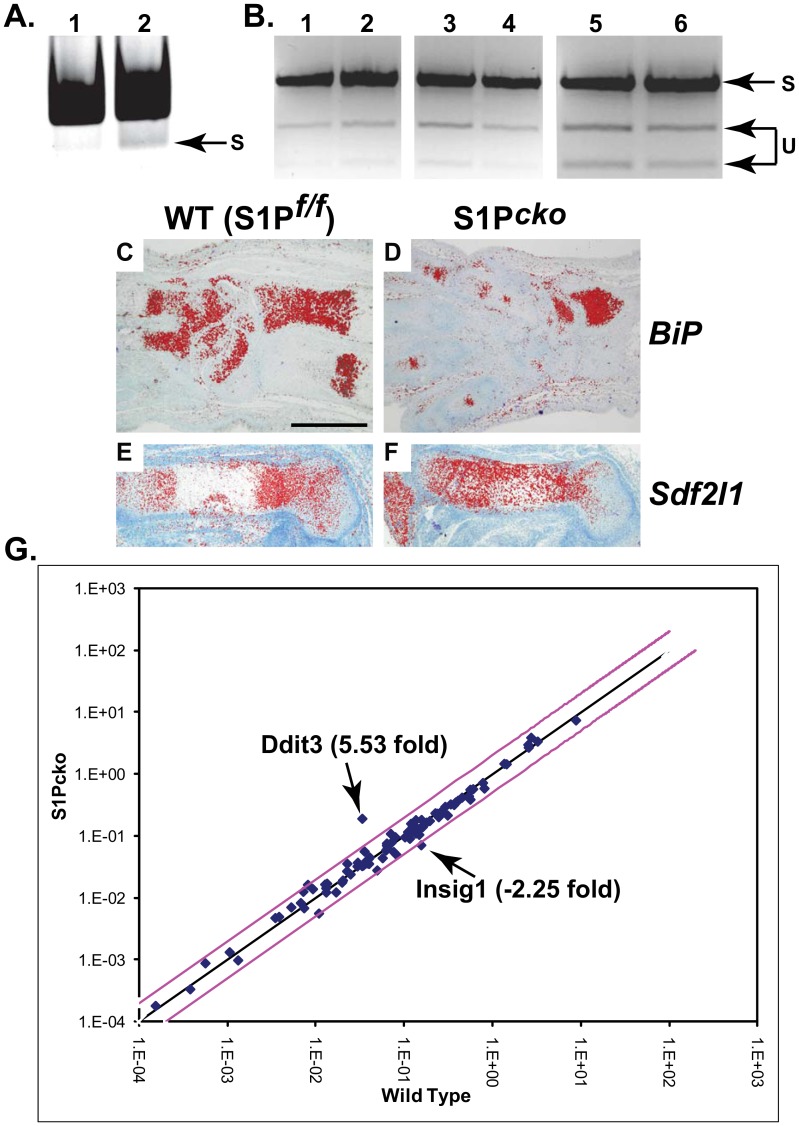
Intact ER stress response in S1P*^cko^* chondrocytes. (**A**) RNA from the chondroepiphyseal cartilage of E16.5 WT (lane 1) and S1P*^cko^* (lane 2) used in microarray analysis were converted to cDNA and amplified by XBP-1 PCR primers to identify spliced (s) XBP-1 mRNA in a 4.8% polyacrylamide gel. (**B**) XBP-1 was amplified by PCR using XBP-1 PCR primers 3S and 12AS with cDNA derived from E16.5 WT (lanes 1, 3, 5) and S1P*^cko^* (lanes 2, 4, 6) epiphyseal cartilage RNA and the PCR product restriction digested with *Pst*I which selectively cuts the un-spliced (u) XBP-1 mRNA, and the resulting products visualized in a 2% agarose gel. In lanes 1 and 2, the cDNA used are from the same embryos used in (**A**) and for genome-wide expression profiling. Each lane in lanes 3–6 show analyses from RNA pooled from the chondroepiphysis of two different embryos. Thus a total of five WT and five S1P*^cko^* embryos were analyzed. The inverse of the gels are shown in both (**A**) and (**B**) to enhance visualization of spliced XBP-1 mRNA. (**C–F**) Expression signaling for two ATF6-driven genes, BiP and Sdf2l1, as seen by in situ hybridization analyses in WT and S1P*^cko^* cartilage. BiP expression is seen in the ulna, carpal, and metacarpal regions in E16.5 WT (**C**) and S1P*^cko^* (**D**) forelimbs. Sdf2l1 expression is seen in the femur of E15.5 WT (**E**) and S1P*^cko^* (**F**). Bar: 10 µm. (**G**) A scatter plot generated from quantitative real-time PCR analysis in the murine UPR RT^2^ Profiler PCR Array system comparing the relative expression of 84 genes between WT and S1P*^cko^* chondrocytes. A log transformation plot is shown in which the relative gene expression level of each gene (2^-ΔCt^) in WT is plotted against the corresponding value in S1P*^cko^* to indicate fold changes (2^-ΔΔCt^). The black line indicates no fold change (fold change of 1). The pink lines indicate a fold change of 2 (gene expression threshold). All genes within these two lines are considered to be similar in expression to WT. Only Ddit3 or Insig-1 were significantly differentially expressed among the 84 genes profiled. A total of four WT and four S1P*^cko^* embryos were profiled.

Based on microarray analysis, we did not observe any down-regulation of any known ATF6-responsive genes during ER stress response. 

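The ER chaperone Hspa5 had a normalized log2 intensity of 6.54 ± 0.04 (SD, n = 2 arrays) in WT and 5.81 ± 0.26 (SD, n = 2) in S1P* cko* cartilage, a log2 fold change of -0.73 (standard error 0.27, adjusted p = 0.161 from limma). The lowest detected probe on the cartilage arrays stood at 5.04 to 5.08, so the Hspa5 probe is dim and a weak measure of this gene. Hsp90b1, the ER form of heat shock protein 90, stood at 12.42 ± 0.08 (SD, n = 2) and 12.27 ± 0.01 (SD, n = 2), a change of -0.16 (standard error 0.23, adjusted p = 0.764). Pdia6, a protein disulfide isomerase, had a change of -0.63 (standard error 0.23, adjusted p = 0.155), and Edem1, which routes misfolded glycoproteins to degradation, -0.31 (standard error 0.26, adjusted p = 0.563). Derl3 and Sdf2l1 were not analysed here.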

Genes whose expressions are driven by ATF6 such as glucose related protein 78 (Grp78/BiP/Hspa5), heat shock protein 90b1 (Hsp90b1/Grp94), derlin-3, and stromal cell-derived factor 2-like 1 (Sdf2l1), and are significantly down-regulated during ER stress induction in *ATF6−/−* cell lines [37] were not identified as differentially regulated in S1P*^cko^* cartilage. To confirm this observation we performed in situ hybridization analysis for Sdf2l1 and BiP. Significant expression of these genes was detected in S1P*^cko^* cartilage (Fig. 7D, F). In order to validate the microarray results and to get a definitive, global answer about ER stress response we performed qPCR analysis by using the murine Unfolded Protein Response RT^2^ Profiler PCR Array system that profiles the expression of 84 genes (Table S2) involved in recognizing and responding to misfolded protein accumulation in the ER (Fig. 7G). For this assay we used fresh RNA isolated from the chondroepiphysis of four WT and four S1P*^cko^* E16.5 embryos allowing for biological duplicates. Only two significant deviations from WT cartilage was observed, namely Ddit3 and Insig-1, which were also identified from microarray studies (Fig. 4B). The rest of the genes profiled including genes such as BiP (Hspa5), Herp, and Edem1, whose expressions were down-regulated on ER stress in *ATF6−/−* cell lines, did not show any significant change in the mutant. These observations confirmed normal UPR responses in S1P*^cko^*.

### Down-regulation of SREBPs-responsive genes in S1P^cko^ cartilage

Figure 6 suggested that genes/pathways regulated by SREBPs involved in cholesterol and fatty acid biosynthetic processes are primarily down-regulated in S1P*^cko^* cartilage. In order to confirm this observation we performed qPCR analyses of a number of genes identified as down-regulated (see Table S4). A number of these are known to be direct targets of S1P/SREBP regulatory pathway, i.e. genes reported to have a sterol regulatory element (SRE) motif in their promoter and requiring SREBPs as transcription factors for their synthesis [38] (see Fig. 4B, 6B). As with the qPCR-based global UPR analyses above, we used fresh RNA pooled from the chondroepiphysis of five E16.5 WT or five S1P*^cko^* embryos. A number of genes identified as down-regulated by microarray analysis such as Fgfr1op2, Sparc, and Loricrin did not show down-regulation in mutant chondrocytes on qPCR analysis (not shown). 

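Sparc, which encodes a collagen-binding glycoprotein of the matrix, fell by 3.89 on the log2 scale in S1P* cko* cartilage (standard error 0.25, adjusted p = 1.32e-05, n = 2 arrays per genotype), and its change in long bone was -0.28 (adjusted p = 0.59, n = 3 arrays per genotype). Lor, which encodes loricrin of the cornified envelope, fell by 3.42 in cartilage (standard error 0.23, adjusted p = 1.36e-05) and had a change of 0.76 in long bone (adjusted p = 0.0744). Fgfr1op2, which encodes a partner of fibroblast growth factor receptor 1, had 2 probes with different results in cartilage: the brighter had a change of 0.02 (standard error 0.19, adjusted p = 0.969) and the other fell by 4.06 (standard error 0.27, adjusted p = 1.32e-05).

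**Figure D3:**
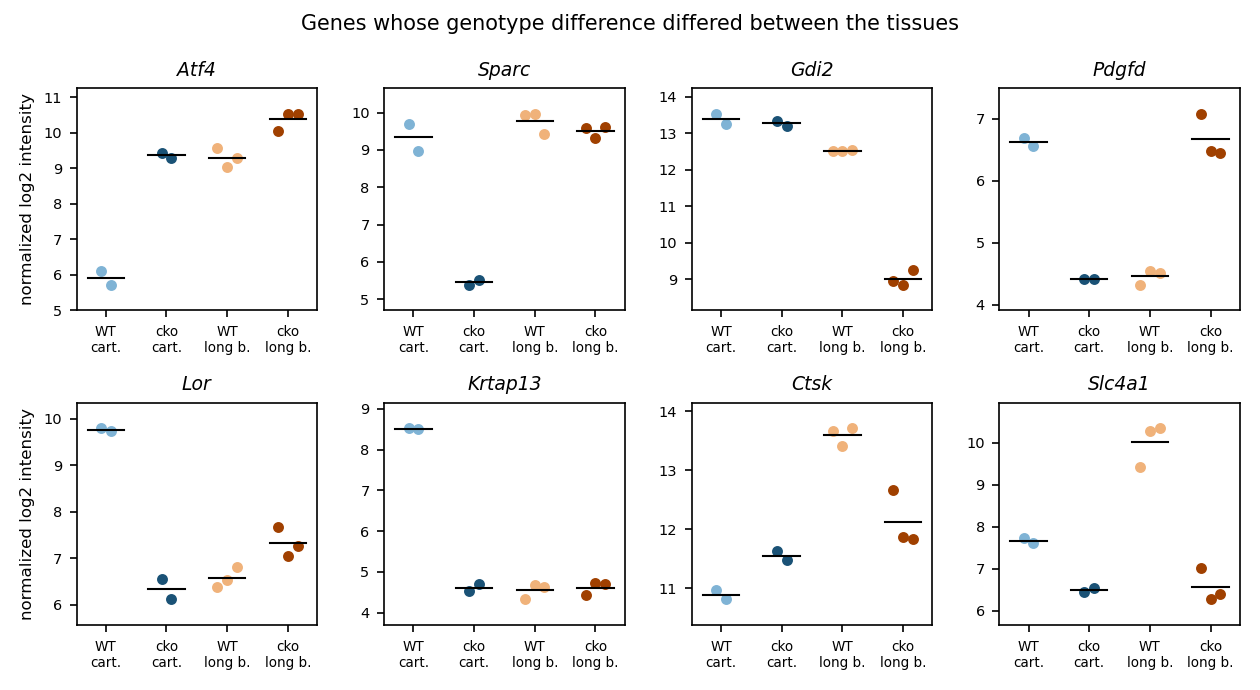
Normalized log2 intensity of Atf4, Sparc, Gdi2, Pdgfd, Lor, Krtap13, Ctsk and Slc4a1, genes whose change differed between cartilage and long bone, on each array, with a line at each group mean. Sparc is low on the S1P* cko* cartilage arrays alone (5.45 against 9.34 in WT cartilage), and Lor and Krtap13 are bright on the WT cartilage arrays alone.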

Along with Prg4 (which is not reported to use SREBPs as transcription factors for its expression; see DISCUSSION), qPCR analyses confirmed that genes such as Scd1, Sc4mol, Fads2, Scd2, Stard4, Ldlr, Insig-1, and Fdps, which are direct targets of SREBPs and involved in the cholesterol/lipid biosynthetic pathways, are down-regulated in S1P*^cko^* cartilage (Table 2) mirroring that seen in the microarray. 

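On the arrays, Fads2, the desaturase that opens synthesis of highly unsaturated fatty acids, fell by 1.67 on the log2 scale in S1P* cko* cartilage (standard error 0.17, adjusted p = 0.000274, n = 2 arrays per genotype). Stard4, a carrier of cholesterol, fell by 1.67 (standard error 0.21, adjusted p = 0.00115). Fdps, which makes farnesyl pyrophosphate, fell by 1.42, from a normalized log2 intensity of 12.30 ± 0.11 (SD, n = 2) to 10.87 ± 0.15 (SD, n = 2) (standard error 0.18, adjusted p = 0.00139 from limma), and its other probe had a change of -0.60 (adjusted p = 0.0772). Scd2, a stearoyl-CoA desaturase, fell by 1.15 (standard error 0.17, adjusted p = 0.00368), which did not pass without array 1919 (adjusted p = 0.0507) and was under 2-fold without array 1928 (-0.97). Prg4 was not analysed here.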

Especially significant among these genes was Scd1 which exhibited the largest down-regulation. We further validated these observations by in situ hybridization analysis demonstrating the down-regulation of Scd1, Scd2, Ldlr, Fads2, and Fdps genes at the RNA level in the humerus of S1P*^cko^* mice (Fig. 8). Immunohistochemistry also confirmed the down-regulation of the Scd1 protein in the distal femoral cartilage in S1P*^cko^* mice (Fig. 8). These analyses confirmed the significant down-regulation of cholesterol and fatty acid biosynthetic pathways in the mutant and suggested that this down-regulation may be causal to the abnormal cartilage ECM and lack of endochondral bone development.

**Figure 8:**
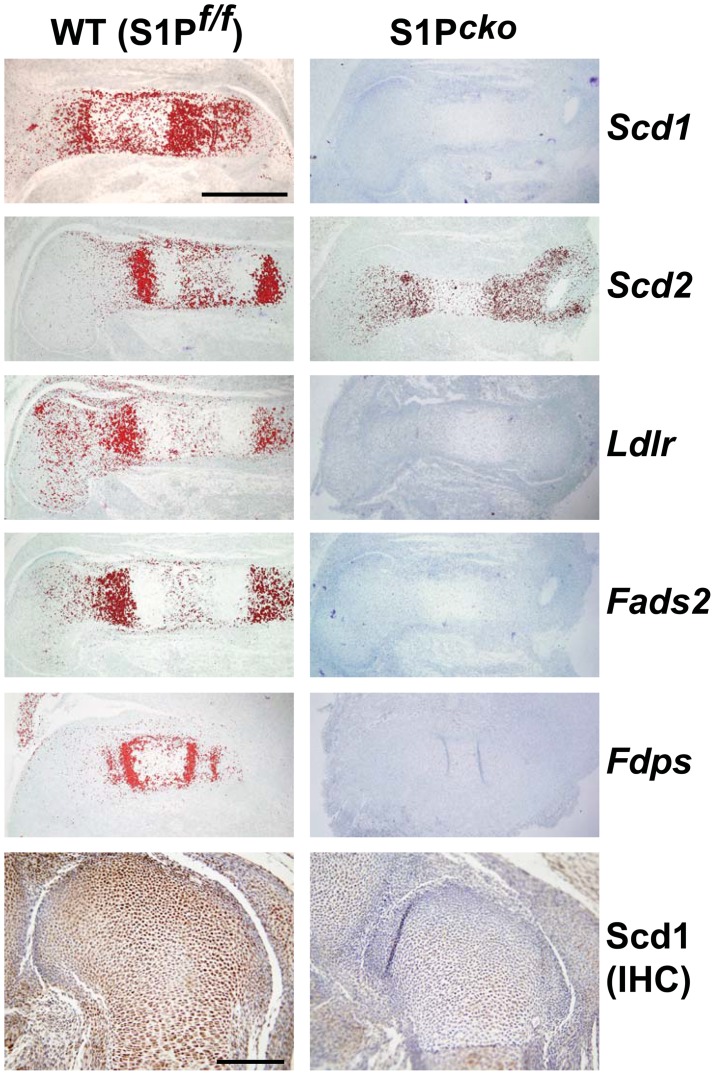
Expression analyses of some key genes involved in cholesterol and fatty acid biosynthesis in S1P*^cko^* cartilage by in situ hybridization. Notice the drastic reduction in the expression of Scd1, Scd2, Ldlr, Fads2, and Fdps genes at the RNA level, shown by in situ hybridization in S1P*^cko^* humerus and by immunohistochemistry (IHC) for Scd1 protein in S1P*^cko^* femur. All analyses are shown at E15.5 except for Fdps which is shown at E14.5. Bars: (in situ hybridization analyses): 500 µm; (IHC): 200 µm.

**Table 2:** Quantitative real-time PCR analyses of genes down-regulated in S1P*^cko^* chondrocytes when compared to WT littermates.

Gene	Wild Type	S1P*^cko^*
Scd1	1.00	0.27
Sc4mol	1.00	0.41
Fads2	1.00	0.54
Scd2	1.00	0.57
Stard4	1.00	0.58
Ldlr	1.00	0.59
Insig-1	1.00	0.63
Fdps	1.00	0.65
Hmgcs	1.00	0.86
Hmgcr	1.00	0.91

RNA was harvested and pooled from the chondroepiphyseal cartilage of five E16.5 S1P*^cko^* or five E16.5 WT embryos.

To follow this observation further, we studied Col II retention and endochondral bone formation in Scd1 knockout (*Scd1−/−*) mice. Among genes with a direct molecular link to SREBPs, the Scd1 gene was maximally down-regulated and thus could be considered a good candidate to induce the S1P*^cko^* phenotypes. 

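Scd1, which introduces the double bond of oleate and palmitoleate, fell 6.31-fold in S1P* cko* cartilage, from a normalized log2 intensity of 11.16 ± 0.18 (SD, n = 2 arrays) in WT to 8.50 ± 0.32 (SD, n = 2). Its log2 fold change of -2.66 (standard error 0.24, adjusted p = 0.000125 from limma) was the most negative among the measured genes of cholesterol synthesis, sterol uptake and SREBP feedback, and fatty acid synthesis, whose lowest values were -1.92, -2.07 and -2.66. In long bone Scd1 fell by 1.34 (standard error 0.20, adjusted p = 0.00488, n = 3 arrays per genotype). The difference between the tissues, -1.31, did not pass (adjusted p = 0.11). Because Scd1 fell most among genes with a link to SREBPs, the paper proposes it as a possible candidate for the phenotypes of S1P* cko* mice, and then examines Scd1 knockout mice.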

Scd1 enzyme catalyzes the Δ9-desaturation of saturated fatty acids such as palmitic acid and stearic acid to their corresponding monounsaturated fatty acids (MUFA), palmitoleate and oleate, respectively. As membranes are composed of lipids, we hypothesized that retention of matrix proteins in the ER and the resulting ER stress could be due to ER membrane lipid changes. Changes in MUFA composition of the ER membrane and the resulting changes in membrane fluidity could result in Col II retention in the ER. To understand whether the phenotype in S1P*^cko^* mice is driven by lack of Scd1 activity, we analyzed endochondral bone formation and Col II deposition in *Scd1−/−* mice. *Scd1*−/− mice not only suffer from the down-regulation of Scd1 activity but also demonstrated down-regulation in lipid biosynthesis [22], [39], [40], a situation that could be considered analogous to the down-regulation of cholesterol and lipid homeostasis seen in S1P*^cko^* chondrocytes. Interestingly however, onset of endochondral bone formation and Col II deposition in *Scd1*−/− mice were similar to that seen in wild type (*Scd1+/+*) mice (Fig. 9).

**Figure 9:**
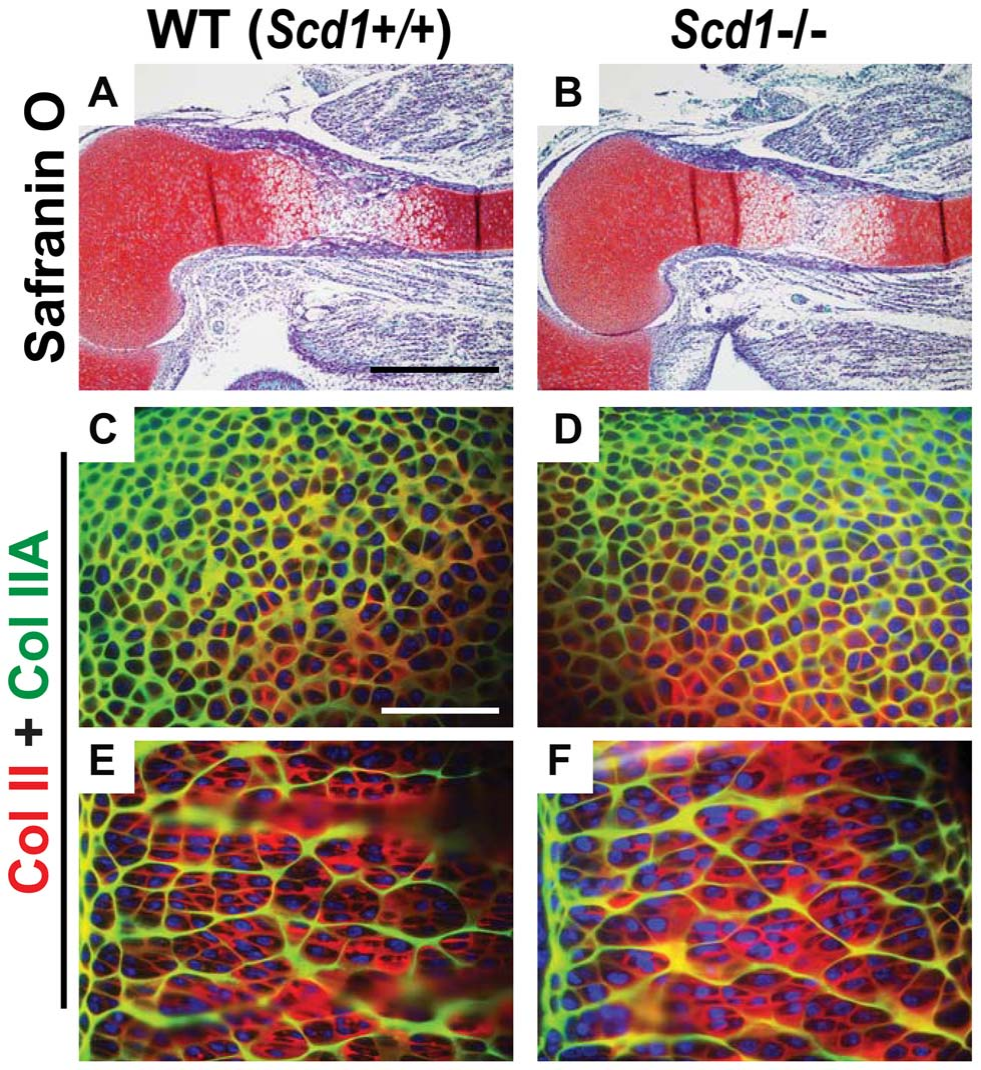
Normal endochondral bone development and Col II deposition in *Scd1*−/− mice. (**A, B**) Sections of E15.5 humerus were stained with Safranin O, Fast green, and hematoxylin showing normal onset of endochondral bone development in *Scd1*−/− mice. (**C–F**) Double-labeled immunofluorescence analyzing Col II deposition in *Scd1*−/− mice using IIF and IIA antibodies. Colors represent antibody localizations as follows: green, Col IIA (IIA antibody); red, Col II THD (IIF antibody); yellow, colocalization of both antibodies; blue, DAPI-stained nuclei. Panels **C** and **D** show the matrix around early immature chondrocytes in the resting zone; panels **E** and **F** show the matrix around mature columnar chondrocytes in the proliferative zone. Bar: (A, B): 500 µm; (C–F): 50 µm.

## Discussion

The disruption of Col II secretion is central to S1P ablations [15], [41]. In this study we demonstrated that S1P ablation in cartilage results in the specific retention of the pro-Col IIB isoform in the chondrocyte ER. As the Col2-Cre system initiates deletion of S1P very early at E11.5-E12 [42], chondroprogenitor cells which synthesize Col IIA also suffer from S1P ablation. However this has no effect on Col IIA secretion, a difference probably mediated by the presence of exon 2 coded sequences in the N-propeptide of Col IIA. Thus, pro-Col IIB is the major cartilage protein retained in mutant chondrocytes which prevents the formation of a Col II matrix in S1P*^cko^* cartilage. This indicates that S1P ablation disrupts pro-Col IIB trafficking from the ER and that a S1P-derived activity is essential for pro-Col IIB trafficking from the ER to the cartilage. The minor retention of COMP is presumably due to interactions between small amounts of COMP with the large pro-Col IIB aggregates in the ER. This phenomenon is not unique to S1P*^cko^* and has been observed in pseudoachondroplasia (PSACH) chondrocytes. PSACH chondrocytes express mutant COMP which causes its retention in the ER. Interactions between the trapped mutant COMP and Col II results in matrix formation inside the ER [43] with Col II aggregates surrounded by a COMP matrix. These observations indicate that the minor retention of COMP seen in S1P*^cko^* cartilage is incidental to pro-Col IIB retention. The dynamic association between Col II and COMP in the cartilage is also evidenced by the similarity and overlap of their distribution in WT cartilage and the absence of a similar COMP organization in S1P*^cko^* cartilage due to the lack of a pro-Col IIB-derived Col II matrix.

In order to identify the molecular pathways affected by S1P ablation that disrupted pro-Col IIB trafficking, we performed genome-wide expression analysis in the S1P*^cko^* model. 

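Beside cholesterol synthesis, targets of ATF4 differed between S1P* cko* and WT cartilage at both correlations (n = 2 arrays per genotype). Other gene groups differed at the preset correlation alone or not at all. Genes of proliferation were lower as a group: 14 of 15 measured members were lower and none passed both thresholds, with a median log2 fold change of -0.31 (camera adjusted p = 0.00158, adjusted p = 0.326 with an estimated correlation). Mki67, a marker of cycling cells, had a change of -0.54 (standard error 0.19, adjusted p = 0.132), and Cdk1, which drives entry into mitosis, -0.51 (standard error 0.17, adjusted p = 0.121). Of 16 genes of hypoxia and glycolysis 13 were measured and none passed (median -0.30, camera adjusted p = 0.712). Ndrg1, induced under hypoxia, was higher by 0.90 (standard error 0.19, adjusted p = 0.022), under the 2-fold threshold. Of 20 markers of the cartilage matrix 16 were measured, and none passed over all genes, although 2 fell when adjusted over the list alone. Col2a1, the type II collagen gene, had a change of 0.32 (standard error 0.16, adjusted p = 0.284), the chondrocyte transcription factor Sox9 -0.25 (adjusted p = 0.697), and Comp -0.77 (standard error 0.33, adjusted p = 0.214). The median of the matrix genes was -0.34 (camera adjusted p = 0.0759), and their test passed without array 1919 (adjusted p = 0.0393), 1921 (0.0106) or 1923 (0.0453). Over all gene lists and marker lists, 10 passed at the preset correlation, and with an estimated correlation 2 did, cholesterol synthesis and ATF4 targets.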

Genome-wide expression profiling on RNA isolated from the chondroepiphyseal cartilage of E16.5 S1P*^cko^* and WT littermates followed by 2-way ANOVA and gene ontology enrichment analysis demonstrated that only the SREBPs-regulated pathways are affected in S1P*^cko^* chondrocytes. The Prg4 (lubricin) gene which has no reported association with S1P or SREBPs or any SRE motif in its promoter was also found to be down-regulated. However, knockout mouse models for Prg4 [44] do not show any defects in endochondral bone formation or Col II trafficking to the ECM. Therefore, it seems possible that Prg4 down-regulation in S1P*^cko^* cartilage is a secondary effect due to poor cartilage matrix development in these mice or due to abnormal chondrocyte differentiation.

As chondrocytes secrete large amounts of various cartilage matrix proteins to assemble the specialized cartilage ECM, a functional UPR would be indispensable to this function. Thus we had hypothesized that S1P ablation would prevent an effective UPR response to ER stress which would cause intracellular Col II accumulation [15]. However, UPR response pathways are unaffected in S1P*^cko^* chondrocytes. The activity of ATF6 is unchanged on S1P ablation and there is a lack of differential expression of ATF6-responsive genes such as BiP and Sdf2l1. This can be explained by reasoning that the requirement of S1P for ATF6 processing is not absolute, which is also noted in other systems. ER stress response was reported to be normal in zebrafish *gonzo* phenotype where expression of BiP was shown as unaltered in absence of S1P [6]. The S1P-lacking SRD-12B cells demonstrated only a partial ability to prevent ATF6 processing to its active form on induction of ER stress; only S2P ablation allowed for a complete lack of ATF6 processing [45]. Thus, even moderate amounts of active ATF6 in concert with other nuclear factors such as NF-Y [30] and/or XBP-1 [46] would have sufficient transcriptional induction properties to induce UPR. Thus, in this study it was not possible to address the importance of UPR to cartilage ECM development. However, viable and fertile ATF6α knockout mice were reported [46] suggesting that ATF6-directed ER stress responses are not necessary for normal Col II deposition or endochondral bone development in mice. Notably, these studies indicate that the apoptosis seen in S1P*^cko^* cartilage is due to the trapped Col II in the ER and induction of UPR, rather than an inability to respond to ER stress.

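Creb3l1, which encodes OASIS, had a log2 fold change of 0.83 in S1P* cko* cartilage (standard error 0.35, adjusted p = 0.211, n = 2 arrays per genotype). Creb3l2, which encodes BBF2H7, had a change of -0.45 (standard error 0.40, adjusted p = 0.587). Creb3l3, which encodes CREBH, was detected on no cartilage array of either genotype. In long bone Creb3l3 fell by 1.16 (standard error 0.22, adjusted p = 0.0201, n = 3 arrays per genotype), which did not pass without array 1923 (adjusted p = 0.0814), 1929 (0.0674), 1924 (0.091) or 1930 (0.0999). Of 13 genes of S1P and its substrates 11 were measured, and in cartilage none passed, also when adjusted over the list alone (median 0.07, camera adjusted p = 0.842, n = 2 arrays per genotype). Atf6b, a relative of ATF6 that S1P also cleaves, had a change of 0.53 (standard error 0.16, adjusted p = 0.0918). In long bone 2 of the 11 fell, Creb3l3 and Srebf2, which fell by 1.20 (standard error 0.16, adjusted p = 0.00211) with -0.68 and -0.74 on its other probes, and the list had a median of -0.01 (camera adjusted p = 0.156). These are transcript levels and do not measure processing of the proteins.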

Other ER stress transducers such as OASIS and its related family members BBF2H7 and CREBH also appear to be unaffected. OASIS has a specific expression pattern and is primarily induced in bone tissues and the central nervous system, but no expression in chondrocytes has been reported [47]; likewise CREBH is liver-specific [5]. Thus OASIS and CREBH and their dependent pathways are not relevant in S1P*^cko^*. But BBF2H7 differs from OASIS in its strong expression in the proliferating zone of the cartilage [48]; it has also been reported to need S1P for its processing [49] and would be expected to be inactive in S1P*^cko^* chondrocytes. *Bbf2h7-/-* mice show severe chondrodysplasia and the retention of Col II in the ER similar to that seen in S1P*^cko^* mice [48]. BBF2H7 is required for the expression of Sec23a protein, a component of COPII vesicles which transports secretory proteins from ER to the matrix. However, Sec23a is unaffected in S1P*^cko^* chondrocytes as it was not identified as differentially down-regulated in the microarray analysis and was further validated by qPCR analysis (Figure S2); nor were its protein levels affected (not shown). Therefore, in S1P*^cko^* chondrocytes, ER stress transducers and their activities have remained largely unaffected.

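Sec23a, a coat subunit of the vesicles that leave the ER, had a log2 fold change of -0.55 in S1P* cko* cartilage (standard error 0.27, adjusted p = 0.293, n = 2 arrays per genotype). Its other probe was lower by 0.89 on the log2 scale, a fold of 1.85 and under the 2-fold threshold (log2 fold change -0.89, standard error 0.21, adjusted p = 0.0342). Of 17 genes of the COPII coat and of procollagen export, 16 were measured and none passed, also when adjusted over the list alone (median -0.08, camera adjusted p = 0.433). Sec24d, which selects cargo, had a change of -0.80 (standard error 0.38, adjusted p = 0.261), and Sec13, a subunit of the outer coat, -0.46 (standard error 0.17, adjusted p = 0.148).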

However the requirement for S1P is absolute for the SREBPs. SRD-12B (*S1P−/−*) cells, which only partially prevent ATF6 processing, are able to impose a complete block of SREBPs processing [45], [50]. This would explain the specific down-regulation of SREBP-driven pathways in S1P*^cko^* chondrocytes. However, this down-regulation does not appear to be responsible for the mutant phenotypes seen on S1P ablation in chondrocytes. We had surmised that potential changes in ER membrane composition and fluidity accompanying the down-regulation of sterol and lipid pathways may be responsible for Col II retention seen in the ER. If this was true then these ER membrane changes would also be present in the chondrocyte ER of *Scd1−/−* mice that would lead to abnormal cartilage and endochondral bone development. However, we observed no intracellular Col II retention or lack of endochondral bone development in *Scd1−/−* mice. It is also striking that mice lacking Ldlr [51], [52] or Fads2 (Delta-6 desaturase) [53], genes that are also down-regulated in S1P*^cko^* chondrocytes, show no disruption in endochondral bone development as that seen in S1P*^cko^*. Furthermore, neither are these mutant phenotypes seen in mouse models with compound or multiple disruptions in lipid homeostasis such as *Ldlr−/−;Lcat−/−* mice [51].

These observations may be explained by the possibility to separate cartilage developmental pathways from lipid pathways. In the zebrafish *gonzo* phenotype, S1P ablation results in both cartilage and lipid phenotypes. But ablation of SREBP cleavage-activating protein (SCAP) results only in lipid phenotypes but no cartilage phenotype [6]. This indicates that lipid and cartilage defects are caused by different mechanisms. However, it has been reported that the inhibition of cholesterol biosynthesis through the administration of a chemical inhibitor AY 9944 in mice suppressed longitudinal bone growth via suppression of chondrocyte proliferation and hypertrophy [54]. These contrasting observations make it difficult to discern the exact mechanistic input of sterol and lipid homeostasis to cartilage development. It is possible that cholesterol/lipid down-regulation and ER entrapment of Col II are independent phenotypes from two separate functions of S1P, but those functions relating to Col II trafficking remain to be identified.

Figure 10 summarizes our current findings. In this study we investigated all current known functions of S1P: induction of ER stress response, induction of cholesterol and fatty acid biosynthesis, processing of BBF2H7 to effect Sec23a expression, and the processing of the α/β subunit precursor of N-acetylglucosamine-1-phosphotransferase complex (GNPTAB). Recently it was demonstrated that GNPTAB, involved in the addition of mannose 6-phosphate residues on lysosomal enzymes, is a direct S1P substrate [55]. In our preliminary experiments, there is at least equivalent GNPTAB α/β precursor cleavage activity in S1P*^cko^* chondrocytes as in chondrocytes from its wild type littermates (not shown). This indicates that this activity is not lost in S1P*^cko^* chondrocytes and therefore not causal to the mutant phenotypes. Besides, mucolipidosis II (*Gnptab^c.3082insC^*) mice (which lack GNPTAB) do not exhibit lack of endochondral bone formation or Col II entrapment in the ER [55]. Our studies thus indicate that activities associated with current known functions of S1P cannot provide for a direct molecular explanation of S1P*^cko^* phenotypes, especially the entrapment of pro-Col IIB in the ER. We therefore propose that S1P has additional, novel substrates in chondrocytes (schematized in Fig. 10), likely non-transcription factor-related, that is vital to normal cartilage development; at least one of these substrates is specific and indispensable for pro-Col IIB processing and/or trafficking from the ER. The identification of this novel S1P substrate will not only allow for a molecular understanding of S1P*^cko^* phenotypes, but will also allow for an unraveling of the molecular mechanism involved in pro-Col IIB trafficking, a phenomenon that still remains poorly understood. Our studies thus indicate an increased breadth of S1P functions in chondrocytes mandatory for normal cartilage development.

**Figure 10:**
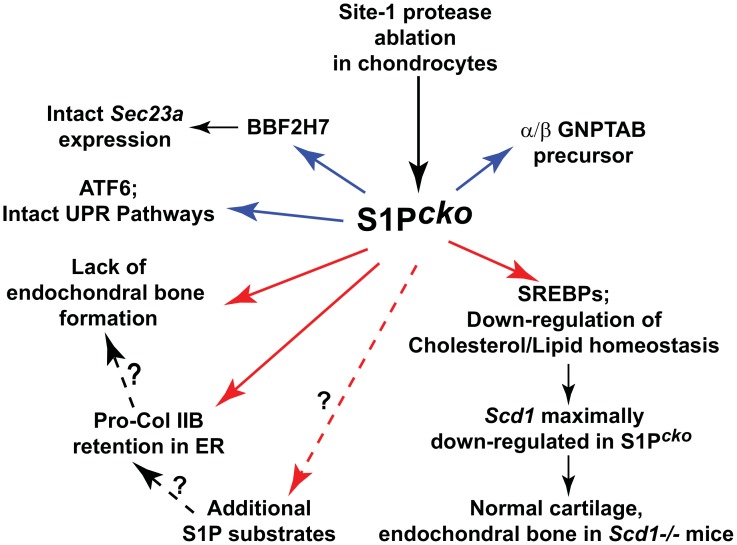
A schematic summarizing the results from this study and possible additional roles for S1P in cartilage development. S1P is historically known for processing the transcription factors ATF6 and SREBPs. Two relatively recently discovered activities include the processing of BBF2H7 and the α/β subunit precursor of N-acetylglucosamine-1-phosphotransferase complex (GNPTAB). Of these four known activities, only SREBPs activities relating to cholesterol and fatty acid homeostasis are down-regulated in S1P*^cko^* chondrocytes, with maximal down-regulation of Scd1. However this does not appear to be responsible for the S1P*^cko^* mutant phenotypes as pro-Col IIB retention in chondrocytes or lack of endochondral bone development is not seen in *Scd1−/−* mice. The retention of pro-Col IIB in the ER could be due to changes in ER membrane lipid composition, though unlikely as pro-Col IIB retention is not seen in *Scd1−/−* mice. Processing of additional, yet unidentified, S1P substrates in chondrocytes likely modulate pro-Col IIB trafficking from the ER. Lack of endochondral bone formation is probably due to the abnormal cartilage matrix devoid of Col II, or due to unidentified S1P-regulated processes. In the figure, blue arrows indicate activities that are normal in S1P*^cko^* chondrocytes; red arrows indicate activities that are down-regulated or abnormal in S1P*^cko^*. Dashed arrows with a question mark indicate the possibility of these mechanisms directed by novel S1P substrates, but nothing more is known as yet.

## Supporting Information

Figure S1 (**A**) **A diagrammatic representation of the WT embryonic growth plate.** All immunohistochemical analyses are shown for the columnar proliferative regions above the hypertrophic cells and for a corresponding region in S1P*^cko^*. The chondroosseous junction is the approximate region where the tips of long bones were broken off and harvested for cartilage analysis by microarray. S1P*^cko^* lacks endochondral bone and the diaphysis of the bone is cartilaginous. (**B**) A diagrammatic representation of the cartilage tissue harvested for microarray analysis. For analysis of WT and S1P*^cko^* cartilage by microarray, the tips of the long bones (shown demarcated by the dashed line and denoted as epiphyseal cartilage) were broken off and stored in Trizol. When entire long bones were harvested for analysis, the bones were harvested intact and the epiphyseal cartilage portions were not separated from the bone. (**C**) A schematic representation of the differences between WT (rectangles) or S1P*^cko^* (triangles) RNA using a principal component analysis scatter plot based on microarray hybridization signals. RNA was analyzed from cartilage (green), entire long bones (red), and calvaria (blue). Differential gene expression between WT and S1P*^cko^* calvaria (blue) is minimal (located very close to each other). Differential gene expression between WT and S1P*^cko^* cartilage (green) is maximum (located farthest from each other), while those between WT and S1P*^cko^* long bones (red) is intermediate to cartilage and calvaria.
(EPS)

Figure S2 **Expression levels for Sec23a are unaffected in S1P** ***^cko^*** **mice.** Each WT or S1P*^cko^* (CKO) analysis used RNA pooled from the chondroepiphyseal cartilage of two embryos. Thus a total of four WT and four S1P*^cko^* embryos were analyzed. Q-PCR analysis was done using the 2^-ΔΔCt^ method where the WT values were set to one.
(EPS)

Table S1 **SYBR Green qPCR primer sets for the murine genes listed were taken from the MGH/Harvard Medical School primer bank (** http://pga.mgh.harvard.edu/primerbank/ **).**
(DOCX)

Table S2 **A complete list of 84 genes that were profiled by qPCR using the murine Unfolded Protein Response RT^2^ Profiler PCR Array system, shown grouped according to their functions.**
(DOCX)

Table S3 **A partial list of genes significantly up-regulated in S1P** ***^cko^*** **chondrocytes identified from microarray analysis.** Shown are top 20 genes that are differentially up-regulated when compared to WT, and some selected genes. RNAs with no corresponding gene names are not included in this list.
(DOCX)

Table S4 **A partial list of genes significantly down-regulated in S1P** ***^cko^*** **chondrocytes identified from microarray analysis.** Shown are top 20 genes that are differentially down-regulated when compared to WT, and some selected genes that belong to fatty acid and cholesterol biosynthesis pathways. RNAs with no corresponding gene names are not included in this list.
(DOCX)

# Supplementary material for: Cartilage-Specific Ablation of Site-1 Protease in Mice Results in the Endoplasmic Reticulum Entrapment of Type IIB Procollagen and Down-Regulation of Cholesterol and Lipid Homeostasis
**Source:** PLoS One. 2014 Aug 22;9(8):e105674. doi: 10.1371/journal.pone.0105674
**Supplement:** Table S1 — SYBR Green qPCR primer sets for the murine genes listed were taken from the MGH/Harvard Medical School primer bank ( http://pga.mgh.harvard.edu/primerbank/ ).

**Table S1**

SYBR Green qPCR primer sets for the murine genes listed were taken from the MGH/Harvard Medical School primer bank (<http://pga.mgh.harvard.edu/primerbank/>).

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| Gapdh | 5’-AGGTCGGTGTGAACGGATTTG-3’ | 5’-TGTAGACCATGTAGTTGAGGTCA-3’ |
| Fads2 | 5’-TCATCGGACACTATTCGGGAG-3’ | 5’-GGGCCAGCTCACCAATCAG-3’ |
| Sc4mol | 5’-AAACAAAAGTGTTGGCGTGTTC-3’ | 5’-AAGCATTCTTAAAGGGCTCCTG-3’ |
| Stard4 | 5’-AGCCCGTGGTCACAGATTG-3’ | 5’-GCAACTCGCCACTCATCTTC-3’ |
| Lor | 5’-CTCCTGTGGGTTGTGGAAAGA-3’ | 5’-TGGAACCACCTCCATAGGAAC-3’ |
| Prg4 | 5’-GAAAATACTTCCCGTCTGCTTGT-3’ | 5’-ACTCCATGTAGTGCTGACAGTTA-3’ |
| Fgfr1op2 | 5’-GAAGGCACTTGCTGACGCTAA-3’ | 5’-GCTTCCACTCGCTTGCTGA-3’ |

# Supplementary material for: Cartilage-Specific Ablation of Site-1 Protease in Mice Results in the Endoplasmic Reticulum Entrapment of Type IIB Procollagen and Down-Regulation of Cholesterol and Lipid Homeostasis
**Source:** PLoS One. 2014 Aug 22;9(8):e105674. doi: 10.1371/journal.pone.0105674
**Supplement:** Table S2 — A complete list of 84 genes that were profiled by qPCR using the murine Unfolded Protein Response RT2 Profiler PCR Array system, shown grouped according to their functions.

**Table S2**

A complete list of 84 genes that were profiled by qPCR using the murine Unfolded Protein Response RT² Profiler PCR Array system, shown grouped according to their functions.

**Unfolded Protein Binding:** Calr, Canx, Cct4, Cct7, Dnajb2, Dnajb9, Dnajc10, Dnajc4, Ero1lb, Hspb9, Hspa2, Htra2, Pfdn2, Pfdn5, Ppia, Scap, Sec63, Sil1, Tcp1, Tor1a, Ugcgl1.

**ER Protein Folding Quality Control:** Edem1, Edem3, Ganab, Ganc, Prkcsh, Rpn1, Serp1, Erp44, Ugcgl1, Ugcgl2.

**Regulation of Cholesterol Metabolism:** Insig1, Insig2, Mbtps1, Mbtps2, Scap, Srebf1, Srebf2.

**Regulation of Translation:** Eif2a, Eif2ak3, Ppp1r15b, Serp1.

**ER Associated Degradation (ERAD):** Amfr, Derl1, Derl2, Edem1, Fbxo6, Herpud1, Htra2, Htra4, Mbtps1, Mbtps2, Nploc4, Nucb1, Os9, Sel1l, H47, Syvn1, Sec62, Ubxn4, Vcp.

**Ubiquitination:** Amfr, Edem3, Herpud1, Rnf139, Rnf5, Sel1l, Sec62, Ube2g2, Ube2j2, Ubxn4, Ufd1l, Usp14, Vcp.

**Transcription Factors:** Atf4, Atf6, Atxn3, Calr, Cebpb, Creb3, Creb3l3, Atf6b, Ddit3, Ern1, Ern2, Mbtps1, Pfdn5, Scap, Srebf1, Srebf2, Xbp1.

**Protein Folding:** Calr, Canx, Cct4, Cct7, Dnajb2, Dnajb9, Dnajc10, Dnajc4, Ero1l, Hspa4l, Pfdn2, Pfdn5, Ppia, Sec63, Sil1, Tcp1, Tor1a, Erp44, Ugcgl1.

**Protein Disulfide Isomerization:** Ddit3, Dnajc10, Ero1l, Ero1lb, Pdia3, H47, Srebf1, Erp44.

**Heat Shock Proteins:** Dnajb2, Dnajb9, Dnajc10, Dnajc3, Dnajc4, Hspa1l, Hspa4, Hspa5 (BiP), Hsph1, Sec63.

**Apoptosis:** Armet, Atxn3, Bax, Calr, Cebpb, Ddit3, Eif2ak3, Ern1, Ern2, Hspb9, Htra2, Mapk10, Mapk8, Mapk9, Pdia3, Ppp1r15b, H47, Vcp.

# Supplementary material for: Cartilage-Specific Ablation of Site-1 Protease in Mice Results in the Endoplasmic Reticulum Entrapment of Type IIB Procollagen and Down-Regulation of Cholesterol and Lipid Homeostasis
**Source:** PLoS One. 2014 Aug 22;9(8):e105674. doi: 10.1371/journal.pone.0105674
**Supplement:** Table S3 — A partial list of genes significantly up-regulated in S1P cko chondrocytes identified from microarray analysis. Shown are top 20 genes that are differentially up-regulated when compared to WT, and some selected genes. RNAs with no corresponding gene names are not included in this list.

**Table S3**

A partial list of genes significantly up-regulated in S1P*^cko^* chondrocytes identified from microarray analysis. Shown are top 20 genes that are differentially up-regulated when compared to WT, and some selected genes. RNAs with no corresponding gene names are not included in this list.

| **Gene Symbol** | **Fold Change** | **Gene Name** |
| --- | --- | --- |
| Fgf21 | 53.2457 | Fibroblast growth factor 21 |
| Otog | 33.5656 | Otogelin |
| Trib3 (Nipk) | 28.2282 | Tribbles homolog 3 |
| Fibcd1 | 26.1165 | Fibrinogen C domain containing 1 |
| Cdsn | 19.6674 | Corneodesmosin |
| Avil | 19.0096 | Advillin |
| Slc7a3 | 15.1412 | Solute carrier family 7 |
| Cxadr | 9.24044 | Coxsackie virus and adenovirus receptor |
| Atf4 | 8.96989 | Activating transcription factor 4 |
| Chac1 | 8.25859 | Cation transport regulator-like protein 1 |
| Ddit3 | 7.85657 | DNA damage inducible transcript 3 |
| B4galnt2 | 7.36378 | Beta-1,4-N-acetyl-galactosaminyl transferase 2 |
| Inhbe | 6.59675 | Inhibin, beta E |
| Gpnmb | 6.05538 | Glycoprotein (transmembrane) nmb |
| Slc6a9 | 5.57524 | Solute carrier family 6 |
| Angptl6 | 5.18552 | Angiopoietin-like 6 |
| Cyb5r2 | 4.89807 | Cytochrome B5 reductase 2 |
| LOC100047619 | 4.70166 | Similar to solute carrier family 7 |
| SSPO | 4.48232 | SCO-spondin |
| Nupr1 (Protein p8) | 4.1821 | Nuclear protein, transcriptional regulator 1 |
| IBSP | 4.16453 | Integrin binding sialoprotein |
| Gch1 | 3.35972 | GTP cyclohydrolase 1 |
| Asns | 3.31098 | Asparagine synthetase |
| Atf5 | 3.22215 | Activating transcription factor 5 |
| Gpt2 | 3.18373 | Glutamic pyruvate transaminase (alanine aminotransferase) 2 |
| Hap1 (Apex) | 2.81318 | DNA apurinic/apyrimidinic (AP) endonuclease |
| Eif4ebp1 | 2.54603 | Eukaryotic translation initiator factor 4E binding protein 1 |
| Sars | 2.5227 | Seryl t-RNA synthetase |
| Cdkn1a (p21) | 2.30742 | Cyclin dependent kinase inhibitor 1a |
| Mll1 | 2.09924 | Myeloid/lymphoid leukemia |

# Supplementary material for: Cartilage-Specific Ablation of Site-1 Protease in Mice Results in the Endoplasmic Reticulum Entrapment of Type IIB Procollagen and Down-Regulation of Cholesterol and Lipid Homeostasis
**Source:** PLoS One. 2014 Aug 22;9(8):e105674. doi: 10.1371/journal.pone.0105674
**Supplement:** Table S4 — A partial list of genes significantly down-regulated in S1P cko chondrocytes identified from microarray analysis. Shown are top 20 genes that are differentially down-regulated when compared to WT, and some selected genes that belong to fatty acid and cholesterol biosynthesis pathways. RNAs with no corresponding gene names are not included in this list.

**Table S4**A partial list of genes significantly down-regulated in S1P*^cko^* chondrocytes identified from microarray analysis. Shown are top 20 genes that are differentially down-regulated when compared to WT, and some selected genes that belong to fatty acid and cholesterol biosynthesis pathways. RNAs with no corresponding gene names are not included in this list.

| **Gene Symbol** | **Fold Change** | **Gene Name** |
| --- | --- | --- |
| Fgfr1op2 | -12.4085 | Fibroblast growth factor receptor 1 oncogene partner 2 |
| Sparc | -11.2739 | Osteonectin (secreted protein, acidic, cysteine-rich) |
| Krtap13 | -11.0803 | Keratin associated protein 13 |
| Lor | -9.17809 | Loricrin |
| Lce1m | -7.22621 | Late cornified envelope protein 1m (small proline-rich protein) |
| Prg4 | -6.49905 | Proteoglycan 4 (lubricin) |
| Scd1 | -6.09877 | Stearoyl-CoA-desaturase 1 |
| Crct1 | -5.41591 | Cysteine-rich C-terminal 1 |
| Lce1a1 | -4.99055 | Late cornified envelope protein 1A1 |
| Tm7SF3 | -4.53791 | Transmembrane 7 superfamily member 3 |
| C1qtnf3 | -4.53193 | Complement C1q tumor necrosis factor related protein 3 |
| Lce3F | -4.24526 | Late cornified envelope protein 3F |
| Ldlr | -4.16262 | Low-density lipoprotein receptor |
| Kprp | -3.89984 | Keratinocyte proline-rich protein |
| Ppp1r3b | -3.85025 | Serine threonine phosphatase, protein phosphatase 1 |
| Sc4mol | -3.75594 | Sterol-C4-methyl oxidase-like |
| Pcsk9 | -3.74258 | Proprotein convertase subtilisin/kexin type 9 |
| Insig1 | -3.62052 | Insulin-induced gene 1 |
| Calm4 | -3.60394 | Calmodulin 4 |
| Stard4 | -3.13912 | Star-related lipid transfer (START) domain containing 4 (Stard4) |
| Fads2 | -3.05881 | Fatty acid desaturase 2 |
| Lss | -2.77893 | Lanosterol synthase |
| Fdps | -2.66886 | Farnesyl diphosphate synthase |
| Hmgcr (Hmdh) | -2.50716 | 3-Hydroxy-3-methylglutaryl-CoA reductase |
| Idh1 | -2.28061 | Isocitrate dehydrogenase 1 |
| Scd2 | -2.21651 | Stearoyl-CoA-desaturase 2 |
| Nsdhl | -2.15225 | NAD(P) dependent steroid dehydrogenase like gene |
| Hapln3 | -2.06203 | Hyaluronan and proteoglycan link protein 3 |
| Sqle (Erg1) | -2.14067 | Squalene epoxidase gene |
| Cyp51 | -2.01021 | Sterol 14-alpha-demethylase |

How the deposited data were processed for this re-analysis (not part of the article)

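RNA of E16.5 WT and S1P* cko* embryos had been hybridized to 12 Illumina MouseWG-6 v1.1 arrays: 2 of chondroepiphyseal cartilage, 3 of entire long bones and 1 of calvaria per genotype. The embryos counted in the legend of Fig. 7 leave 1 embryo per genotype for the cartilage arrays. As deposited by the authors, the signals are intensity values of 46643 probes without normalization and without background subtraction, made from total RNA labelled as biotinylated cRNA with an Ambion MessageAmp kit. The scanner and the software that summarized the beads are not stated. As deposited, each intensity comes with a detection p value of the probe against the negative control probes of its array, per the file header, and the control probes themselves were not used here. The authors also deposited normalized intensity values on a linear scale, background-subtracted (from -29.8) and quantile normalized across the 12 arrays as judged from the values. The methods of the paper name a 2-way ANOVA with an FDR of 5% and a 2-fold threshold.

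Between 20555 and 21978 probes were detected per array (detection p under 0.05), the median signal was 80 to 97.9, and the brightest 1% of probes began at 4730 to 6540. The lowest detected probe stood between 4.96 and 5.09 on the normalized log2 scale. Signals were corrected with neqc (limma 3.58.1, R 4.3.3), which takes the mean and spread of the negative controls from the detection p values, with an offset of 16, followed by quantile normalization over 12 arrays. Probes detected on at least 2 of the 10 cartilage and long bone arrays were kept (23744), of which 18526 have a gene symbol. Models were fitted with limma to 4 groups on 10 arrays (6 residual degrees of freedom, prior 5.13), with the contrasts S1P* cko* against WT in cartilage, the same in long bone, and the difference of both. p values are moderated and adjusted by the method of Benjamini and Hochberg over all kept probes, with an adjusted p under 0.05 and a 2-fold change as thresholds. Calvaria entered the normalization and received no test, having 1 array per genotype.

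Gene lists and thresholds were set before the data were examined, but when Tables S3 and S4 had been read. Several lists hold genes of these tables, and the list tests keep them. There were 27 lists: cholesterol synthesis, sterol uptake and SREBP feedback, fatty acid synthesis and desaturation, LXR targets, ATF4 targets, aminoacyl-tRNA synthetases, ATF6 targets, XBP1 targets, the UPR panel of Table S2, COPII and procollagen export, S1P and its substrates, p53 and apoptosis, proliferation, hypoxia and glycolysis, and markers of cartilage matrix, hypertrophic chondrocytes, osteoblasts, osteoclasts, erythroid cells, macrophages and granulocytes, endothelium, skeletal muscle, epidermis, adipocytes, tendon and joint surface, nerve, and sex of the embryo. They were tested with camera of limma at a preset correlation of 0.01 and at an estimated correlation, adjusted over the 27 lists in each contrast. In calvaria, list medians were set beside 10000 random lists of the same size, drawn to match the mean intensity of the genes.

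Genes were named by a rule set before the data were examined, when the fold changes of Tables S3 and S4 had been read: genes the study names from its arrays, the 10 largest rises and 10 largest falls in cartilage and the 5 largest in each direction for long bone and for the difference, each changed the same way in both amplification rounds, and up to 4 members of each list with the largest changes in cartilage. Other genes in the text are list members or other probes chosen after their values were seen.

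On simulated data of the same design, 0 of 50 changes of 1.5-fold, 21 of 50 of 2-fold, 48 of 50 of 4-fold and 50 of 50 of 8-fold were found in cartilage, with 3 false calls. In long bone 1, 24, 49 and 50 of 50 were found, also with 3 false calls. Of 20 unchanged simulated lists 0 were called by camera. Simulated genes varied independently of each other, so this does not check whether the preset correlation is high enough for the real lists. Changes were placed on brighter probes alone, with the spread seen between arrays, so dim probes and spread between embryos are not covered. Alternatives covered the background correction, the scaling, the authors' values, the filter, the model, the probe summary, a replicate block, the first amplification round alone, and leaving out each array in turn.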

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

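Of the tests below, those of carried-over skin, sequence variants, array defects, soft tissue and sex were chosen after the results were seen, and those of inherited chromosome segments and of other splits of the arrays before.

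The change between genotypes differed between cartilage and long bone at 81 probes by a test of the difference itself. Values are the change in cartilage minus that in long bone, on the log2 scale. Lower in cartilage were Pdgfd (-4.43), Lor (-4.18), 2310034C09Rik (-4.11), Lce1c (-4.11), Krtap13 (-3.97), Sparc (-3.61), Lce1m (-3.46), Lce1b (-3.00), Kprp (-2.29), Calm4 (-2.05) and Ppp1r3b (-1.75). Higher in cartilage were Gdi2 (3.38), Slc9b2 (2.90), Mmp9 (2.69), Ocstamp (2.66), Enpp6 (2.48), Ibsp (2.46), Atf4 (2.38), Gpnmb (2.34), Ifitm5 (2.32), Slc4a1 (2.27) and Ctsk (2.13). The same test across gene lists passed for cholesterol synthesis (median -0.41), fatty acid synthesis and desaturation (-0.15), XBP1 targets (-0.32), osteoblast (0.69), osteoclast (1.63), erythroid (0.80) and epidermis genes (-1.32) in camera at the preset correlation and in a rotation test (fry). Sterol uptake and SREBP feedback (-0.44), cartilage matrix (-0.69) and skeletal muscle genes (0.79) passed in camera alone, and none of the 10 lists passed with an estimated correlation. In long bone, markers the paper does not discuss were lower in S1P* cko*: osteoclast (median -1.24), erythroid (-1.17), macrophage and granulocyte (-2.05) and skeletal muscle genes (-0.90). With an estimated correlation the adjusted p was 0.0681, 0.039, 0.298 and 0.386, and 0 of 7 macrophage and granulocyte genes (6 when adjusted over the list alone) and 0 of 14 muscle genes passed both thresholds.

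Genes of the cornified envelope and Krtap13 were bright on the WT cartilage arrays alone. Skin carried over with WT cartilage would lower the other epidermis genes in S1P* cko* cartilage too. Their median was -0.17 (standard error 0.20, 6 genes). Krt14, an abundant keratin, stood at 4.80 to 5.06 on the WT cartilage arrays against 10.16 on array 1922. This argues against carried-over skin that holds Krt14. Skin with little Krt14 stays open, since Krt10 (-0.72) and Krtdap (-0.41) were lower in S1P* cko* cartilage, though neither passed. Sbsn (0.23) and Trp63 (0.28) were higher, and Sbsn (8.10) and Dsg1a (5.94) did not stand out on array 1922. A biological difference between the WT cartilage embryo and the others stays open and was not tested.

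For the 81 probes, other probes of the same genes showed a median share of 0.16 of the difference (24 probes of 19 genes), against 0.55 for genes called in both tissues (26 probes of 17 genes). A sequence variant under the probe in some embryos may therefore lie behind part of them. Of the 65 genes, 24 had another called gene within 10 tested genes on their chromosome, against a median of 6 in random draws (permutation p = 1e-04, the smallest the draws can give). Without the cornified and keratin families it was 16 of 57 (permutation p = 0.0013). Inherited chromosome segments that differ between the embryos are thus a candidate explanation. The count cannot single them out, because neighbours that change together for another reason are counted too. Mmp9 with Ocstamp, both osteoclast markers, is such a pair. A defect on one array is argued against as the cause of the whole set: with any 1 array left out and the test made again, at least 25 of the 81 probes still passed. The other Atf4 probe showed a difference of 0.18 against 2.38, so Atf4 goes with the probes that a variant may explain. The paper reports no fall of Sparc, Lor and Fgfr1op2 by qPCR on fresh pooled cartilage RNA. This argues against a fall through S1P loss in cartilage for these genes. For the others, an effect of S1P loss that is specific to the tissue stays open and was not tested apart from the embryos.

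Lower osteoclast and erythroid genes in S1P* cko* long bone could follow from the missing endochondral bone that the paper describes, which the arrays cannot test. In calvaria, which form without a cartilage intermediate, osteoclast genes also had a median difference of -0.47 and erythroid genes -0.15. These calvaria values rest on 1 array per genotype, of opposite sex, and have no test. Less surrounding soft tissue on the S1P* cko* bones would lower genes of that tissue and leave cells of the bone itself, and the soft tissue genes had a median of -0.47 (standard error 0.14, 41 genes), smaller than the change it would have to explain, which argues against it as the whole cause. Of the skeletal muscle genes, long bone arrays other than 1922 gave a mean of -1.46, so for these genes it stays open. That median was between -0.63 (without array 1922) and -0.28 (without array 1930). Sex is argued against by the difference within sex, -1.03 on average for the osteoclast genes (-1.31 between 1 WT and 2 S1P* cko* male arrays, -0.76 between 2 WT and 1 S1P* cko* female arrays). Each has an arm of 1 array, the female S1P* cko* array being 1922, but the male WT array (mean 8.90) stood beside the female WT arrays (8.91 and 8.97), and all S1P* cko* arrays lay lower (8.19, 7.50 and 7.68).

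The 244 probes called in long bone were set beside other splits of the 6 arrays. The 10 splits are too few for a share under 0.05: 1 of the 10, the real one, gave as many, and the highest other count was 11, for the split by sex. The arrays are also not exchangeable, since 1923 with 1929 (r = 0.987) and 1924 with 1930 (r = 0.992) may be amplifications of one extract. Only the real split and the split by sex keep both pairs together. The counts of the other splits therefore carry little weight.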

How the results depend on the processing

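One alternative, averaging the amplifications of one extract, was chosen after seeing the data. Cholesterol synthesis, sterol uptake, fatty acid synthesis, ATF4 targets, tRNA synthetases and ATF6 targets in cartilage, and osteoclast and erythroid genes in long bone, kept their direction where they had passed and their side of the threshold in every alternative run at the preset correlation, with the mean log2 change of ATF4 targets between 1.80 and 1.84 and of cholesterol synthesis between -1.18 and -1.06 when 1 array was left out. With an estimated correlation, sterol uptake (adjusted p = 0.107), fatty acid synthesis (0.0586), tRNA synthetases (0.289) and osteoclast genes (0.0681) no longer passed. Of the named genes past both thresholds, 9 of 71 in cartilage and 14 of 42 in long bone passed in every setting. For the difference it was 0 of 10. Over all 160 named genes per tissue, passing or not, 232 of 3837 values in cartilage and 136 of 3517 in long bone lost a call. Only a gene that had passed can lose a call, so the share is higher among the genes that had passed. For the difference, where all 10 had passed, 69 of 220 values lost the call. Counts below are probes past both thresholds in cartilage (572), long bone (244) and their difference (81), then the calvaria probes at 2-fold (279), the variance share (64.2%) and r between tissues (0.36). Unless stated, the cause was not tested.

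No background correction gave 258 and 113, calvaria 97 and 66.3%. Normexp with offset 50 gave 273 and 121, calvaria 105 and 65.8%. Both shrink changes of dim probes by construction. The authors' values gave 32 for the difference, calvaria 2062, 40.1% and r 0.307. Median scaling gave 62.2% and the strict filter 69.7%. The ANOVA of the methods without moderation gave 277, 101 and 20. The additive model gave 231 in cartilage. With the first amplification round only the counts were 14, 21 and 0, with 12 named genes past both thresholds, and with amplifications averaged 19, 23 and 0, with 15. Both use fewer arrays, and for the 0s limma had 1232 and 1095 probes at an unadjusted p under 0.05. Leaving out each array in turn gave 277 to 634, 158 to 572 and 25 to 448.

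Reversed signs: Fgfr1op2 (-2.02) and Tm7sf3 (-1.05) in cartilage with the mean of all probes, Pdgfd in cartilage (0.44) and, as means, epidermis (0.26) and osteoclast genes (-0.47) there in the additive model, which gives both tissues 1 effect, and Pdgfd with the authors' values in long bone (-0.42) and for the difference (0.39).

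With the amplification round as a replicate block the counts were 602, 244 and 82, and arrays of different groups had a median correlation of 0.08 within and -0.09 between rounds (0.19 and at most 0.47 where both were in round 2), so some sharing within round 2 stays open. A block by chip was not run, since the chip of an array is not known here. At median signals of 80 to 97.9, probes near background limit fold changes to lower bounds.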

Differences from the paper's values

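In cartilage 409 genes passed the thresholds of the paper counting any probe (147 rising and 192 falling by the brightest probe), against the paper's 145. Of the alternatives set before the data were examined, the count came within 1.5 times with no background correction (192), normexp with offset 50 (201), the ANOVA of the methods without moderation (204), the additive model (163), without array 1919 (210) and without array 1927 (208). It did not with median scaling (453), the authors' values (362), no filter (312), the strict filter (420), cartilage arrays alone (499), calvaria included (409), the replicate block (435), the first round alone (12), the mean of all probes (310), or without array 1920 (285), 1928 (221) or any long bone array (372 to 459). Averaging the amplifications, added after the data were seen, gave 16.

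The first 3 principal components held 64.2% of the variance, against the paper's 40.8%. The authors' values gave 40.1%. The share stayed apart with no background correction (66.3%), normexp with offset 50 (65.8%), median scaling (62.2%), no filter (64.2%) and the strict filter (69.7%).

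Of the 52 genes of Tables S3 and S4 that were tested, 4 differ from the paper's fold change. Apex1 had -1.2 against the paper's 2.81318, and no setting changed its sign (-1.26 to -1.14). Table S3 lists it beside Hap1, whose fold change was 3.48, a comparison added after the values were seen. C1qtnf3 had -2.96 against the paper's -4.53193, and came within reach with median scaling (-3.17), the mean of all probes (-3.69) and without array 1920 (-3.06), and with no other alternative. Fgfr1op2 had 1.01 against the paper's -12.4085, and Tm7sf3 1.1 against the paper's -4.53791. No alternative reached these 2, the closest being the mean of all probes (-4.05 and -2.07). The other probe of each, looked at after the values were seen, was 16.7-fold lower for Fgfr1op2 and 4.69-fold lower for Tm7sf3, within 1.5 times of the paper's values.

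The Discussion of the paper limits the affected pathways to those under SREBP control. Here cholesterol synthesis had the lowest median among the lists in cartilage (-1.12), and ATF4 targets, outside that control, had the highest (1.66), both past the test with an estimated correlation (adjusted p = 0.0134 and 0.0146). At the preset correlation 10 of the 27 lists passed, and no ATF6 target fell. The Results of the paper themselves report the rise of Atf4 and of genes it controls.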

Other observations

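Other cell types also differed in cartilage. Osteoblast genes were higher in S1P* cko* cartilage (median log2 change 0.56, camera adjusted p = 0.00631, adjusted p = 0.311 with an estimated correlation): of 10 measured, Ifitm5, a bone-restricted membrane protein, rose by 2.10 (standard error 0.29, adjusted p = 0.00209) and Ibsp rose, 8 did not pass, and 3 rose when adjusted over the list alone. Osteoclast genes had a median of 0.44 there (camera adjusted p = 0.0279, adjusted p = 0.518 with an estimated correlation), with 0 of 8 past both thresholds and 2 rising over the list alone. Their test did not pass without array 1919 (adjusted p = 0.0919) or 1928 (0.0963). Hypertrophic chondrocyte genes had a median of -0.27 (camera adjusted p = 0.783). Of the other marker lists, epidermis genes passed as lower (median -0.41, camera adjusted p = 0.00631, adjusted p = 0.382 with an estimated correlation). The rest did not pass in cartilage: erythroid (median -0.37, camera adjusted p = 0.17), macrophage and granulocyte (-0.47, 0.235), endothelium (0.16, 0.749), skeletal muscle (-0.07, 0.842), adipocyte (-0.47, 0.0983), tendon and joint surface (-0.10, 0.627), nerve (0.07, 0.917) and sex of the embryo (-0.05, 0.917). Adipocyte genes passed without array 1922 (0.0179).

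In long bone, proliferation genes were lower (median -0.24, camera adjusted p = 0.00259), as were hypertrophic chondrocyte genes (-0.27, 0.0279) and tendon genes (-0.41, 0.0214), and cartilage matrix genes were higher (0.29, 0.0284). None of these passed with an estimated correlation (adjusted p = 0.298, 0.298, 0.135 and 0.569). Without single arrays the calls were lost for proliferation (1922, adjusted p = 0.0576), hypertrophic chondrocytes (1921, 0.274; 1929, 0.0605; 1930, 0.117), tendon (1923, 0.0685; 1922, 0.0823) and cartilage matrix (1923, 0.449; 1929, 0.264; 1924, 0.251; 1930, 0.131). Mmp13, a collagenase of hypertrophic cartilage and bone, fell by 1.42 (standard error 0.19, adjusted p = 0.00222). Epidermis genes were higher in S1P* cko* long bone (10 of 11, median 0.27, camera adjusted p = 0.000653, adjusted p = 0.273 with an estimated correlation; 1 rose), a call lost without array 1922 (adjusted p = 0.124), whose mean over the list was 6.98 against 5.98 and 6.00 on the other S1P* cko* arrays. Nerve genes had a median of -0.13 and a mean of 0.16, with a test direction above 0 (camera adjusted p = 0.669).

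In calvaria, with no test, osteoclast genes had a median difference of -0.47 and macrophage and granulocyte genes 0.37, against random lists at the 0 and 99.7 percentiles. Cartilage matrix genes had -0.18. By sex markers the cartilage arrays were all male, WT calvaria female and S1P* cko* calvaria male.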
